# Autophagy is induced and modulated by cholesterol depletion through transcription of autophagy-related genes and attenuation of flux

**DOI:** 10.1038/s41420-021-00718-3

**Published:** 2021-10-29

**Authors:** Keren E. Shapira, Guy Shapira, Eran Schmukler, Metsada Pasmanik-Chor, Noam Shomron, Ronit Pinkas-Kramarski, Yoav I. Henis, Marcelo Ehrlich

**Keywords:** Autophagy, Lipids

## Abstract

Perturbations to cellular homeostasis, including reduction of the cholesterol level, induce autophagy, a self-digestion process of cellular constituents through an autophagosomal–lysosomal pathway. In accord with its function as a membrane organizer and metabolic sentinel, the cellular response to cholesterol depletion comprises multiple phenomena, including the activation of transcriptional responses, accumulation of reactive oxygen species (ROS), and activation of stress-related signaling pathways. However, the molecular mechanisms by which cholesterol depletion regulates autophagy and the putative involvement of transcriptional responses, ROS and/or stress-related signaling in autophagy regulation in this biological context are not fully understood. Here, we find that cholesterol depletion regulates autophagy at three different levels. First, employing RNA-seq, we show that cholesterol depletion increases the expression of autophagy-related genes independent of ROS or JNK activity. Second, analysis of LC3 lipidation and intracellular localization, and of p62 levels and degradation kinetics, reveals that cholesterol depletion mediates autophagy induction while interfering with autophagic flux. Of note, only the latter depends on ROS accumulation and JNK activity. In view of the common use of cholesterol-reducing drugs as therapeutic agents, our findings have important implications for multiple cellular settings in which autophagy plays a prominent role.

## Introduction

Cholesterol is a plasma membrane organizer, which plays a major role in determining the molecular properties of cell membranes [1], including the formation of cholesterol/sphingolipid-enriched domains [2–6]. Cholesterol homeostasis is under regulation by several mechanisms, which modulate sterol synthesis, uptake, and turnover [7, 8]; its disturbance is linked to various diseases, from atherosclerosis and cardiovascular illnesses to neurodegenerative diseases and cancer [9–12]. Thus, inhibition of HMG-CoA reductase by statins is a major therapeutic approach for treatment of multiple diseases [13, 14]. Such treatments evoke multi-layered cellular responses aimed at restoring cholesterol homeostasis [15]. Statin-mediated reduction of cholesterol can also affect the transcription and translation of signaling mediators, as we have demonstrated for transforming growth factor-β (TGF-β) activated Smad signaling involving overactivation of double-stranded RNA-dependent protein kinase and c-Jun N-terminal kinase (JNK), culminating in augmented Smad3-mediated responses [16].

Autophagy is a self-digestion process of cellular constituents via an autophagosomal–lysosomal pathway. It provides a mechanism to eliminate damaged proteins, toxic protein aggregates, whole organelles and invading pathogens, and functions in catabolic quality control and recycling of cellular components under nutrient-limiting conditions [17–21]. Autophagy is comprised of several consecutive events: induction and nucleation of the autophagosome, cargo sequestration, delivery and fusion with the lysosome, degradation of the autophagosome with its cargo, and recycling of the degraded material [22]. Autophagy induction is negatively regulated by mTOR1, while autophagosome formation and elongation are regulated by several autophagy-related (Atg) proteins [23]. These steps involve two ubiquitin-like conjugation systems (including lipidation of Atg8/LC3 protein) and a class III PI3K complex. The delivery and fusion of the autophagosome with the lysosome are mediated by SNARE and Rab7. Finally, after cargo breakdown in the autolysosome, building blocks are recycled to the cytosol [23]. Completion of the degradation and recycling steps defines autophagic flux. In selective autophagy, the induction signal is generated by the targeted cytoplasmic component, followed by recruitment of the core autophagic machinery. Thus, damaged organelles or proteins cargoes are ubiquitinated and recognized by autophagy proteins acting as ubiquitin receptors (e.g., p62/*SQSTM1*), which link them to the autophagy machinery by binding the lipidated Atg8/LC3 on the forming autophagosome [24–27]. Both p62/*SQSTM1* and lipidated-LC3 (LC3-II) serve as autophagy markers.

A potential link between autophagy and cholesterol was suggested by the induction of autophagy following statin treatment [28], the increased expression of autophagy genes following cholesterol reduction [29], and the effects of cholesterol on autophagosome transport and fusion with the lysosome [30, 31]. While the molecular mechanisms by which cholesterol depletion (CD) regulates autophagy remain unknown, statin treatment induces reactive oxygen species (ROS) formation, which can regulate autophagy [32–41]. However, how ROS regulates autophagy in cholesterol-depleted cells is yet unknown. Here, we studied the effects of CD on the expression of autophagy-related genes, autophagy induction, and autophagic flux. Our results reveal compound effects of CD on different aspects of autophagy, which depend partially on statin-induced ROS accumulation. Thus, reduced cholesterol levels enhance expression of autophagy-related genes and induce autophagy independent of ROS. Yet, CD concomitantly attenuates autophagic flux in a ROS- and JNK-dependent manner.

## Results

### Cholesterol depletion increases expression of autophagy-related genes

To test the transcriptomic response to prolonged reduction in the cholesterol level, we subjected Mv1Lu cells to CD (16 h, with lovastatin and mevalonate in the presence of lipoprotein deficient serum (LPDS)), reducing the free cholesterol level by ~30% [16]. These cells and conditions were chosen as we have recently demonstrated that they induce marked alterations to the expression and activation of several signaling mediators [16]. 

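Mv1Lu is an epithelial cell line from mink lung. The RNA-seq data comprised 6 libraries, 3 from untreated cells (control) and 3 from cells subjected to CD. The CD treatment lasted 16 h and combined the statin lovastatin with mevalonate, a precursor of sterols. Both were used at 50 μM, in medium with 10% LPDS. The comparison covers the treatment as a whole. According to the methods, the libraries were made from poly(A) mRNA, the reads were trimmed with fastp and aligned to the mink genome with STAR, and expression was compared with DESeq2. The authors deposited the number of reads counted on each of 24526 genes, without normalization. The reads counted on genes numbered 14168379, 13473820 and 18633764 in control replicates 1, 2 and 3, and 15478984, 16309954 and 14426841 in CD replicates 1, 2 and 3, so that the deepest library held 1.38 times the reads of the shallowest. The counts were compared here with the quasi-likelihood test of edgeR after TMM normalization, with the condition as the only term. Of all genes, 12148 had enough counts to be tested (by the default filter of edgeR, a minimum of about 10 counts in 3 libraries of median size), and a difference was called at an FDR (Benjamini-Hochberg) under 0.05. Expression levels are given as CPM after TMM normalization, as the mean ± SD of 3 libraries. The first principal component of log2 CPM held 79.3% of the variance and separated the CD from the control libraries, and the second held 12.3% and separated the CD libraries from each other. The biological coefficient of variation was 0.0838 among the control libraries and 0.214 among the CD libraries. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, and the FDR values rest on the spread that edgeR estimates over all genes.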

The gene expression profiles of the treated and untreated cells were compared using RNA sequencing (RNA-seq). 

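Of the 12148 genes tested, 3016 were higher and 2784 were lower in CD than in control cells at an FDR under 0.05 in the quasi-likelihood test of edgeR, so that 52.0% of the 5800 called genes were higher. The called genes changed by a median of 0.89 on the log2 scale. A called change of at least 2-fold was found for 1283 genes in the upward and 1171 in the downward direction, and one of at least 8-fold for 119 and 59 genes, respectively. For 7049 genes (58.0% of those tested) all 3 CD libraries lay on one side of all 3 control libraries, whereas chance would give 10%. The setting that moved the number of higher genes most was an FDR threshold of 0.01, which left 2006 higher and 2036 lower genes. With DESeq2, the program used by the authors, 2844 genes were higher and 2823 lower at an FDR under 0.05, of which 2733 and 2673 were called in the same direction by edgeR. The median log2 fold change of all tested genes was 0.06, which depends on the normalization, since normalization sets the center of the distribution. Among the genes with a symbol and with no overlap between the groups, the highest fitted log2 fold changes at an FDR under 0.05 belonged to BLK, NRAP, DAO, PTGS2 and FAM167A. NRAP rose from 3.14 ± 0.590 CPM to 780 ± 136 CPM (SD, n = 3 each), a log2 fold change of 7.94 with a standard error of 0.22 (FDR 3.39e-08, edgeR). BLK and DAO had no counts in the control libraries and 154 and 81 counts in the CD libraries, which, set against a floor of 3 counts over the control group, corresponds to expression at least 50.8-fold and 26.7-fold higher. The 95% Clopper-Pearson interval for counting error starts lower, at 40.8-fold and 21.2-fold. For FAM167A, with 3 counts in the control and 509 in the CD libraries, the ratio was 168, with a 95% Clopper-Pearson interval for counting error of 57.1 to 816, and for PTGS2, with 4 and 786 counts, it was 194 (75.6 to 715). The lowest log2 fold changes belonged to CCRL1 (-5.93), RPRM (-5.62), ADAMTS15 (-5.58), CDCA7 (-5.35) and ANGPTL4 (-5.07). ANGPTL4 fell from 225 ± 12.2 CPM to 6.70 ± 0.565 CPM (SD, n = 3 each; FDR 3.39e-08, edgeR).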

A volcano-plot analysis demonstrated comparable numbers of up- and downregulated genes, suggesting that the induced changes are specific and are not general effects on transcription (Fig. 1A). Due to the large number of transcripts presenting significantly altered expression upon CD, and in order to visualize the relative weight of the cellular processes or intracellular compartments to which these transcripts belong, we generated Revigo TreeMaps (see Supplemental Materials and Methods) of GO enrichment (Supplementary Figs. 1–3). Shown here are Treemaps depicting “Upregulated Cellular Processes” (Supplementary Fig. 1), “Downregulated Cellular Processes” (Supplementary Fig. 2), and “Upregulated Cellular Compartments” (Supplementary Fig. 3). In accord with the large number of altered transcripts (Supplementary Table 1), multiple categories are observed in all three maps. In these supplementary figure maps, Cholesterol biosynthetic processes (yellow) and autophagosome assembly (green) were among the GO terms appearing in the analysis of upregulated transcripts, while the cell compartment analysis revealed phagocytic vesicle (comprising also autophagosome) as the main GO in the cellular compartments upregulated transcripts map. 

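The first 1998 of the 3407 genes that the paper gives in Table S1 were used here. They hold 1795 genes with a higher and 203 with a lower expression in CD, and the remaining 1409 genes were not used here. The smallest absolute log2 fold change among them in the paper's table was 1.00, and the adjusted p that the table gives reached 0.71. Of these 1998 genes, the table gives 1417 an adjusted p under 0.05 and 581 (29.1%) one of 0.05 or above. The median of the table's mean normalized count was 192 for the former and 3.31 for the latter, so the genes above the threshold were mostly genes with few reads. Of the 1998 genes, 1420 passed the filter on low counts in edgeR. Over these genes, the median absolute difference between the log2 fold change of Table S1 and that of edgeR was 0.02.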

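The genes of cholesterol biosynthesis were examined as a list of 21 enzymes, written from general knowledge of the pathway before the counts were examined. Of these, 18 could be found in the table by symbol, and all 18 were tested. In CD, 16 were higher and 1 was lower at an FDR under 0.05 in edgeR, and adjusted over the list alone the numbers were the same, 16 and 1. Of the 16 higher genes, 14 were called under all 15 alternative settings for single genes, while DHCR7 was not called in 3 of the 6 tests that left out 1 library. The median log2 fold change of the list was 1.49, and its genes ranked higher than the other genes as a set (FDR 1.02e-07, camera of limma with a preset correlation of 0.01 between genes, over 15 lists). The list was also called by fry, a rotation test that does not compare a list with the other genes (FDR 1.96e-04). It was not called when camera estimated the correlation from these libraries (FDR 0.25). HMGCS1, the enzyme that makes HMG-CoA, was at 130 ± 15.6 CPM in control and 1404 ± 239 CPM in CD cells (SD, n = 3 each), a log2 fold change of 3.43 with a standard error of 0.17 (FDR 4.17e-07, edgeR). The member that fell was LBR, a sterol reductase and lamin receptor (log2 fold change -1.12, standard error 0.19, FDR 9.00e-04, edgeR). Among 13 other target genes of SREBPs that were tested, 8 were higher and 2 lower, with a median log2 fold change of 0.92 (FDR 0.0271, camera). This set was also called by fry (FDR 0.0296), but not with an estimated correlation (FDR 0.63, camera) or with a minimum of 50 counts in 3 libraries (median 0.74, FDR 0.0522, camera).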

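Of the genes shown in the heat map of cholesterol homeostasis (Fig. 1B), 20 were tested with edgeR, and all 20 were called at an FDR under 0.05 in the direction of the heat map, 12 higher and 8 lower in CD. The log2 fold changes of the higher genes lay between 0.47 (LCAT) and 6.57 (FABPH). Among the lower genes, the change of TMEM97 was the smallest, with a log2 fold change of -0.47. Of the 12 higher genes, 9 were called in each of the 15 alternative settings in which they were tested (HDAC9 and SOAT2 were tested in 14), while NR1H3, NR1D1 and LCAT were not called in 2, 3 and 6 of them. LCAT had an FDR of 0.0349 in edgeR, was called in only 1 of the 6 tests that left out 1 library, and had a log2 fold change of 0.28 without CD replicate 3 (FDR 0.0614, edgeR). Of the 8 lower genes, TSKU was not called in 1 and SOAT1 in 3 of the 15 settings. INSIG1, which retains SREBPs in the endoplasmic reticulum, rose from 41.1 ± 4.77 CPM to 131 ± 13.4 CPM (SD, n = 3 each), with a log2 fold change of 1.67 (standard error 0.14, FDR 8.48e-06, edgeR). With each library left out in turn, this value stayed between 1.58 and 1.74. ABCG5, the remaining gene of the heat map, had 0 counts in the control and 12 counts in the CD libraries and was below the filter on low counts in edgeR. It was called higher by DESeq2 (FDR 0.0395) and by edgeR without the filter (FDR 0.00795). Because these genes had been chosen from the same libraries, the calls are not independent evidence.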

Given the role of cholesterol as a metabolic sentinel and the involvement of sterol regulatory element-binding proteins (SREBPs) in the expression of autophagy-related genes [29], we identified which cholesterol metabolism (Fig. 1B) or autophagy-related genes (Fig. 2A) were affected. 

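All 25 genes shown in the heat map of Fig. 2A passed the filter on low counts and were called at an FDR under 0.05 in edgeR, 19 of them higher and 6 lower in CD. These genes were likewise chosen from the same libraries. The median change of the 19 higher genes was 2.01-fold, and 10 of them changed at least 2-fold. The median log2 fold change was -0.64 for the 6 lower genes, none of which changed 2-fold. The log2 fold changes of the higher genes lay between 0.43 (WIPI2) and 2.32 (SQSTM1). WIPI1, which binds phosphatidylinositol 3-phosphate on the growing phagophore, was at 20.4 ± 2.01 CPM in control and 66.5 ± 1.66 CPM in CD cells (SD, n = 3 each; log2 fold change 1.71, standard error 0.13, FDR 5.11e-06, edgeR). ULK1, the kinase that initiates autophagy, rose from 198 ± 19.9 CPM to 356 ± 22.1 CPM (log2 fold change 0.85, standard error 0.12, FDR 2.51e-04, edgeR). Both genes were called under each of 15 alternative settings, the omission of each library included. Over the whole panel this held for 15 of the 19 higher and 3 of the 6 lower genes. Among the higher genes, ATG10, ATG2A, ATG5 and TECPR1 were not called in 1, 3, 7 and 7 of the 15 settings, and among the lower genes NHLRC1, SEC16A and ATG4B in 1, 5 and 6. ATG5 and TECPR1 had a log2 fold change of 0.45 each, and they were not called without control replicate 1, 2 or 3 or CD replicate 1 or 2.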

Notably, we identified a panel of autophagy-related genes whose expression significantly increased (Fig. 2A). KEGG analysis of the autophagy pathway indicated a distribution of autophagy-promoting genes induced by CD to multiple steps of this process (Supplementary Fig. 4). 

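The steps of autophagy were also followed with a list that was not limited to the genes of Fig. 2A. For this, a list of 61 autophagy genes was written by step before the counts were examined. Of its tested genes, 18 are also labelled in Figs. 1A, 1B and 2A. MAP1LC3A and GABARAPL2, tested as well, are shown in the box plots of Fig. 2B–D. The genes shown in the figures had been chosen from the same libraries, and they make up most of the genes called higher below. The set was not tested without them, so its result is not independent of that choice. Of the 61 genes, 53 were found in the table by symbol and 51 were tested. In CD, 27 were higher and 4 lower at an FDR under 0.05 in edgeR, and 28 and 4 when adjusted over the list alone. Of the 27 higher genes, 20 were called under all 15 alternative settings for single genes, and of the 4 lower genes 2. ATG16L1, one of the higher genes (log2 fold change 0.34, FDR 0.0414, edgeR), was not called in 11 of the 15 settings, DESeq2 included (FDR 0.0661), and its FDR lay between 0.00589 and 0.18 over them. The median log2 fold change of the list was 0.43, and the list ranked above the other genes as a set (FDR 1.87e-04, camera). The set was also called with an estimated correlation between genes (FDR 0.0384, camera) and by fry (FDR 2.89e-05). By step, the numbers of higher and lower genes at this FDR were 3 and 0 of 4 for initiation, 5 and 1 of 8 for nucleation, 4 and 0 of 7 for expansion of the phagophore, 4 and 1 of 9 for conjugation, 2 and 0 of 2 for the ATG8 family, 6 and 0 of 8 for cargo receptors, and 3 and 2 of 13 for fusion with lysosomes. The median log2 fold changes of these steps were 0.93, 0.83, 0.43, 0.42, 1.17, 0.97 and 0.26, respectively, and no difference between steps was tested. Of the ATG8 family, 6 genes were listed and only 2 tested, MAP1LC3A and GABARAPL2, which the paper had selected. Their values therefore do not describe the family as a whole. The lowest member of the list, AMBRA1 at -0.62, belongs to the nucleation step. From the distribution of the higher genes on the KEGG map, the paper states that CD induced genes at multiple steps of autophagy.

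**Figure D1:**
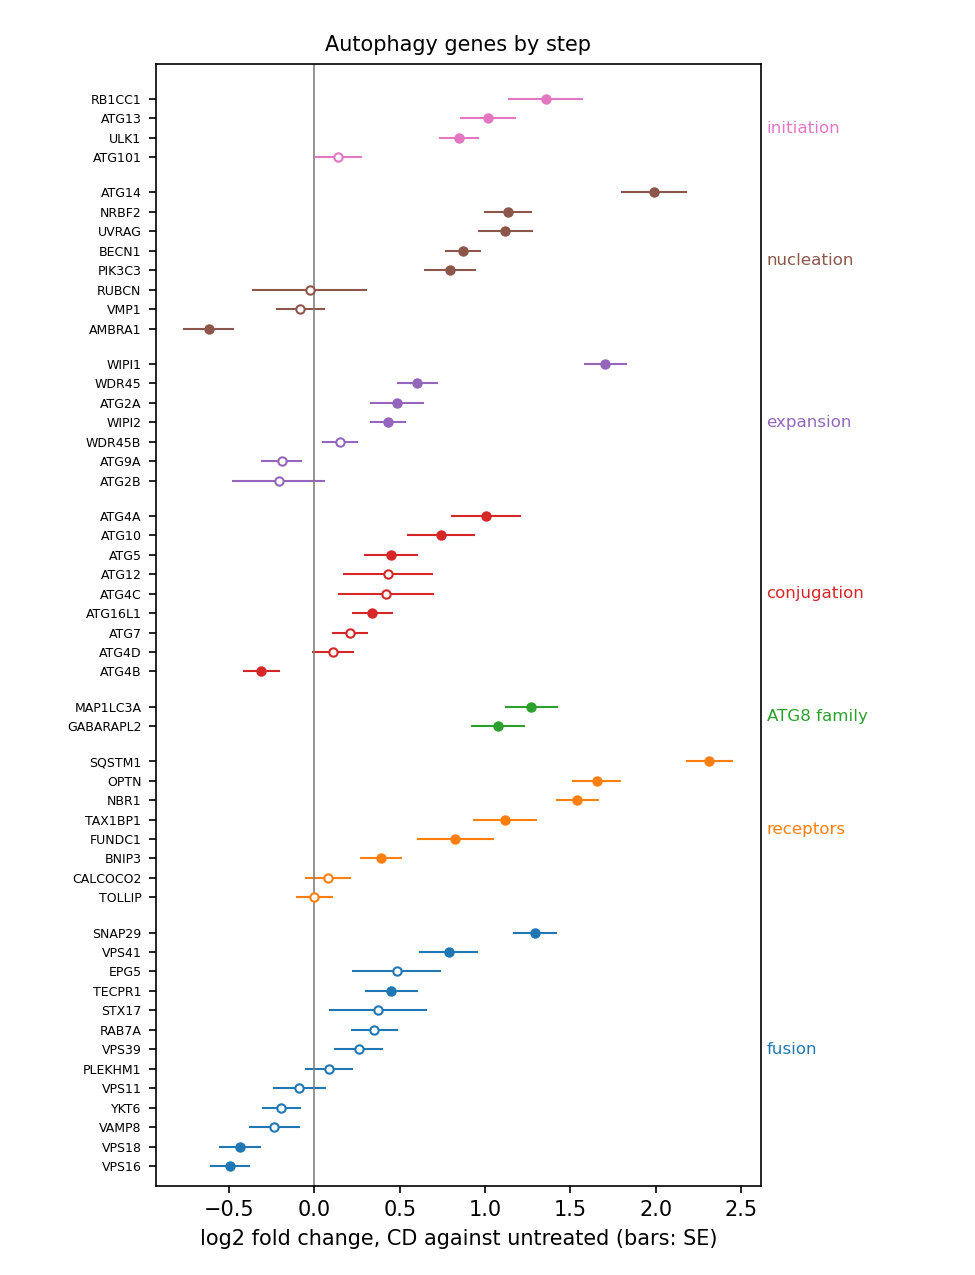
Log2 fold change of 51 autophagy genes (x axis, CD against untreated cells; points are edgeR estimates from 3 libraries per group and bars their standard errors), arranged by step. Filled points are genes called at an FDR under 0.05; 27 filled points lie to the right of 0 and 4 to the left.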

Three of the autophagy-related genes whose expression increased upon CD (*MAP1LC3A*, *SQSTM1*, *GABARAPL2*), involved in different stages of autophagic flux (elongation, specific cargo selection, and autophagosome maturation) [27, 42], were selected for calculation of the significance of the change in expression (Fig. 2B–D), yielding highly significant differences (FDRs of 10^−8^ to 10^−54^).

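SQSTM1 (ENSNVIG00000009967 in the count table) was at 640 ± 23.1 CPM in control and 3183 ± 379 CPM in CD cells (SD, n = 3 each). Its log2 fold change was 2.32 with a standard error of 0.14, or 4.98-fold, with an FDR of 1.24e-06 in the quasi-likelihood test of edgeR. MAP1LC3A (ENSNVIG00000017515) rose from 36.5 ± 1.98 CPM to 88.1 ± 17.4 CPM, a log2 fold change of 1.27 (standard error 0.16, FDR 1.19e-04, edgeR), or 2.41-fold. GABARAPL2 (ENSNVIG00000019423) rose from 63.6 ± 4.24 CPM to 134 ± 29.9 CPM, a log2 fold change of 1.08 (standard error 0.16, FDR 3.74e-04, edgeR), or 2.11-fold. For each of the 3 genes every CD library lay above every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The increase of SQSTM1 exceeded that of the other genes by several times their standard errors, while MAP1LC3A and GABARAPL2 differed from each other by less than the sum of their standard errors. With each library left out in turn, the log2 fold changes stayed between 2.23 and 2.42 for SQSTM1, between 1.09 and 1.42 for MAP1LC3A and between 0.84 and 1.19 for GABARAPL2, and the lowest value of each gene was the one without CD replicate 3. DESeq2, run on the same counts, gave log2 fold changes of 2.29, 1.25 and 1.05 with an FDR of 1.08e-54, 1.01e-10 and 6.98e-08 for SQSTM1, MAP1LC3A and GABARAPL2.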

**Fig. 1:**
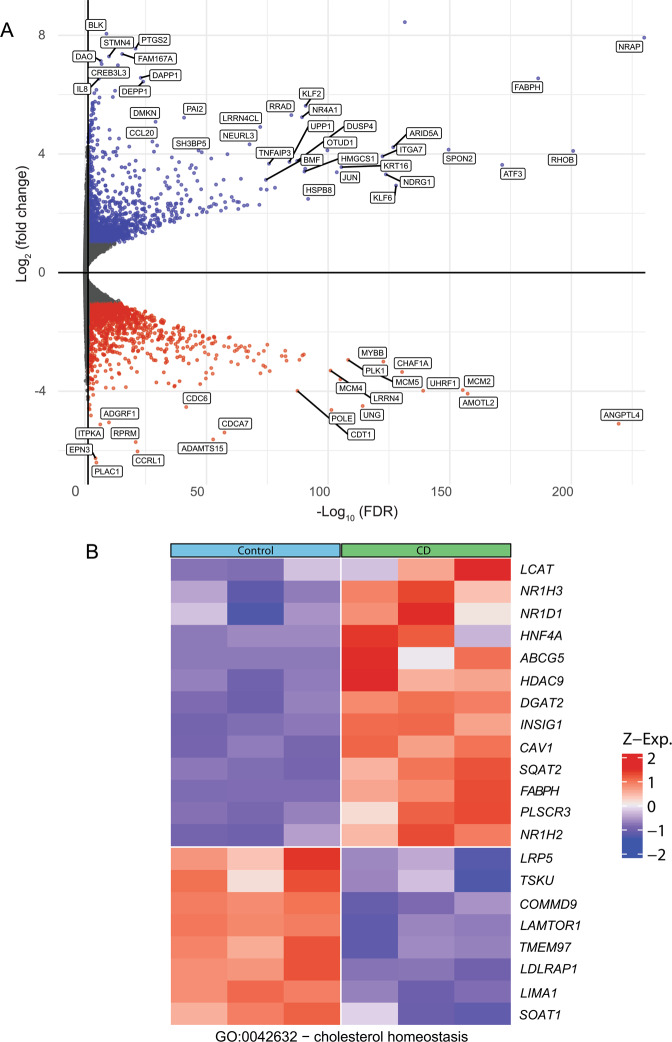
Cholesterol depletion alters mRNA levels of a large number of genes, including cholesterol homeostasis genes. Mv1Lu cells were treated (or not) by statin in the presence of mevalonate and LPDS (16 h) to reduce their cholesterol level, and then subjected to RNA-Seq (see “Materials and methods”). **A** Volcano plot depicts genes with significantly increased or reduced expression levels following CD relative to untreated cells. **B** Heat map of differentially expressed genes related to cholesterol homeostasis. Only those genes with significant differential expression (FDR < 0.05) are shown.

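Of the 58 genes labelled in Fig. 1A, 56 were tested with edgeR, and 36 were called higher and 20 lower at an FDR under 0.05, each with a change of at least 2-fold. All 56 were also called in the same direction under each of 15 alternative settings in which they were tested. The other labels, EPN3 and PLAC1, had 40 and 46 counts in the control and 0 in the CD libraries, below the filter on low counts. As the labels were chosen from these libraries, the calls are not independent evidence.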

**Fig. 2:**
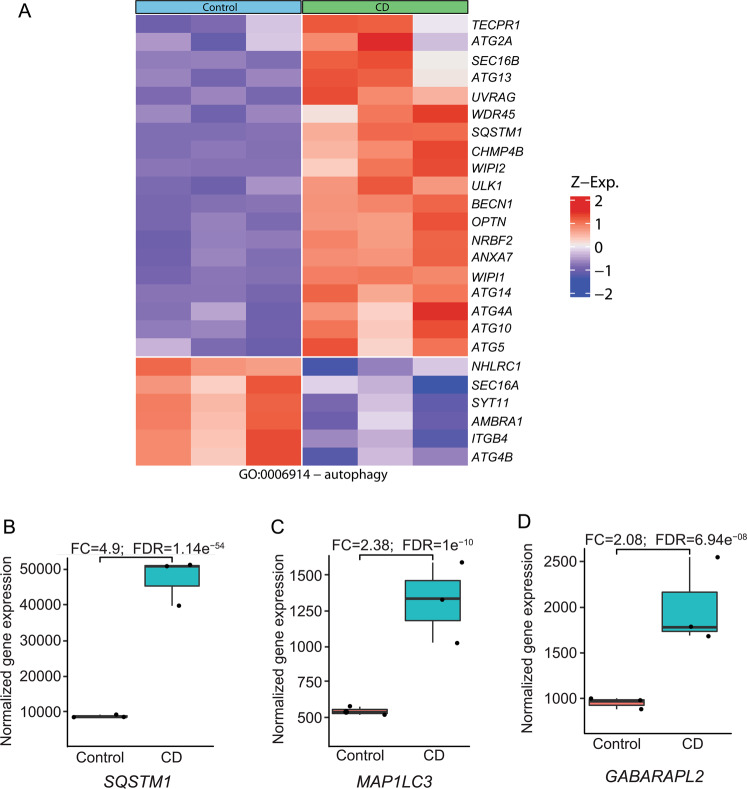
Cholesterol depletion increases the mRNA levels of multiple autophagy-related genes. RNA-seq of Mv1Lu cells was as in Fig. 1. **A** Heat map of differentially expressed genes related to autophagy. Only those genes with significant differential expression (FDR < 0.05) are shown. **B**–**D** Box plot of three specific autophagy-related genes whose expression was significantly enhanced by CD: *SQSTM1*, which encodes p62 (**B**), *MAP1LC3*, encoding LC3 (**C**), and *GABARAPL2*, which encodes GEF-2 (**D**). The fold change (FC) and FDR-adjusted *P*-values are indicated.

### Cholesterol depletion induces autophagy

Next, we tested whether lovastatin-mediated CD induces autophagy in Mv1Lu cells. LC3 levels (LC3-I and its lipidated form, LC3-II) were measured by immunoblotting in cells incubated for 16 h in growth medium (control) or in cells subjected to CD by lovastatin and mevalonate (16 h). Figure 3A, B demonstrates that CD-mediated accumulation of LC3-II, indicative of autophagy induction. To exclude involvement of side effects of the statin treatment, we reduced cholesterol to a similar level [16] with 2-hydroxypropyl-β-cyclodextrin (HPβCD; 15 mM, 16 h) (Fig. 3C, D), resulting in a similar effect on LC3-II accumulation. Next, we probed for the intracellular distribution of LC3, as LC3 puncta accumulation is typical of autophagy induction [23]. Indeed, confocal fluorescence microscopy revealed a significant increase in LC3-positive puncta following CD (Fig. 3E–H). Chloroquine treatment, which blocks the binding of autophagosomes to lysosomes and lysosomal degradation, thus increasing LC3-positive puncta, mediated an even higher effect (Fig. 3G, H).

**Fig. 3:**
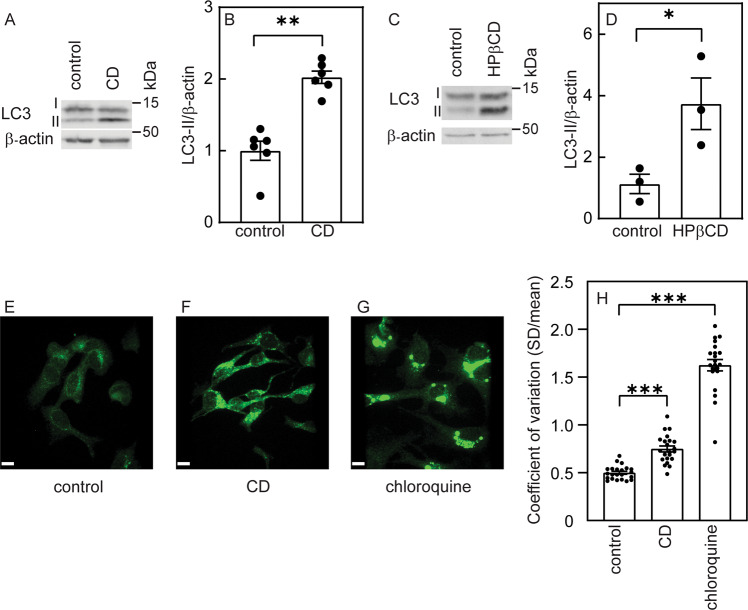
Cholesterol depletion induces LC3-II accumulation. Mv1Lu cells grown in 35 mm dishes were subjected (or not) to CD by statin (**A**, **B**) or by HPβCD (**C**, **D**) as described under “Materials and methods”. After 16 h, they were lysed and analyzed by immunoblotting for LC3 (autophagy marker) and β-actin (loading control). The bands were quantified by ECL (see “Materials and methods”). **A**, **C** Representative blots. The levels of LC3-II (the lower band, which represents the lipidated protein) were elevated following CD by either statin (**A**) or HPβCD treatment (**C**). **B**, **D** Quantification of LC3-II levels relative to β-actin. The level measured for the control sample (untreated cells) was taken as 1. Bars are mean ± SEM of 6 (**B**) or 3 (**D**) independent experiments (*P < 0.05; **P < 0.01; Student’s two-tailed *t*-test). **E**–**G** LC3 punc*t*a accumulation in cholesterol-depleted cells. Bar, 10 μm. Cells were either not treated (control; **E**), cholesterol-depleted by statin (**F**), or treated by chloroquine (10 μM) together with the CD treatment, fixed and stained with rabbit anti-LC3B antibody followed by Alexa 488-goat anti-rabbit IgG and subjected to confocal microscopy. Representative fluorescent images of an experiment conducted three times with similar results are shown. **H** Quantification of the LC3 accumulation by immunofluorescence. Cells were visualized by spinning disk confocal microscopy and analyzed for the distribution of LC3 fluorescent labeling. Data are presented as the coefficient of variation under each condition. Bars are mean ± SEM of measurements on 25 (control and CD) or 23 (chloroquine) cells. Both CD and chloroquine treatments significantly increased the coefficient of variation of the fluorescence intensity distribution (***P < 0.001; Student’s two-tailed *t*-test).

Another hallmark of autophagy is degradation of the selective autophagy receptor, p62 [23]. CD mediated by statin or HPβCD (Fig. 4 resulted in increased p62 levels. In contrast, rapamycin treatment (which induces autophagy *via* mTOR inhibition) reduced p62. Given the apparent discrepancy between the expected reduction in p62 in cells undergoing autophagy and the observed p62 accumulation following CD, we measured p62 degradation following cycloheximide (CHX) chase (Fig. 4E, F). Cells were cholesterol depleted (or not) for 16 h, followed by inhibition of protein synthesis with CHX and measurement of p62 levels as a function of time (Fig. 4E, F). This revealed enhanced degradation kinetics of p62, in accord with the expectation in cells undergoing autophagy.

**Fig. 4:**
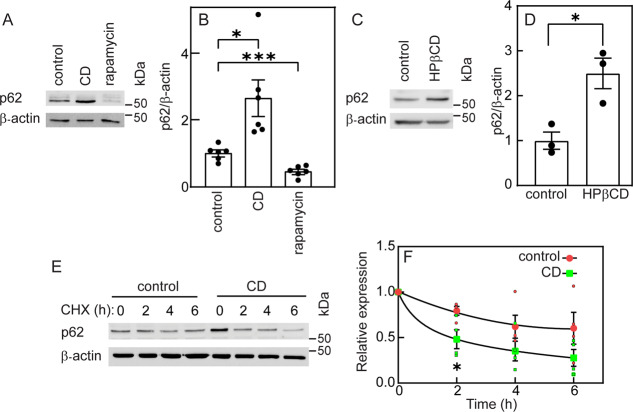
p62 expression level is increased following cholesterol depletion. Mv1Lu cells were grown and treated (or not) by statin or by HPβCD to induce CD as in Fig. 3, or treated with rapamycin (150 nM, 16 h). They were then lysed and analyzed by immunoblotting for p62 and β-actin (loading control). **A**, **C** Representative blots of the effects of statin-mediated CD and of rapamycin (**A**), or of HPβCD-induced CD, on p62 levels (**C**). **B**, **D** Quantification of p62 levels relative to β-actin. The level of p62 in the control sample for each blot was taken as 1. Bars are mean ± SEM of 6 (**B**) or 3 (**D**) independent experiments. Both CD treatments induced a significant increase in the p62 level relative to untreated cells, while rapamycin reduced the p62 level (*P < 0.05; ***P < 0.001; Student’s two-tailed *t*-test). **E** A representative blot of p62 degradation. Cells were subjected (or not) to statin-mediated CD, serum-starved (2 h), and subjected to CHX-chase degradation assay (“Materials and methods”). Note that the zero time point of CHX addition is after 16 h of CD treatment. **F** Quantification of p62 degradation (mean ± SEM, *n* = 4 independent experiments). Data were normalized to β-actin, taking the zero time (prior to CHX addition) for each experimental condition as 1. The degradation rate of p62 was significantly enhanced following CD (*P < 0.05, Student’s two-tailed *t*-test, comparing between control and CD samples at the same time point).

The accumulation of p62 on the one hand and its enhanced degradation on the other are seemingly in contradiction. Such a situation may arise from a combination of enhanced expression and accelerated degradation. To test this hypothesis, we measured the transcript levels of *SQSTM1* (encoding p62), *MAP1LC3A* (LC3), and *GABARAPL2* (GEF-2) in control cells, cholesterol-depleted cells, or rapamycin-treated cells. Figure 5A−C shows that CD induced significantly higher levels of *SQSTM1* (p62) mRNA, as well as of the two other autophagy-related genes. In contrast, no such increase was detected with rapamycin. To further test whether transcription has a role in the altered levels of LC3-II or p62 induced by CD, we studied the effect of adding the transcription inhibitor actinomycin D to the CD treatment (Fig. 5D–F). This combination significantly altered the LC3 expression pattern (Fig. 5D); LC3-I was drastically reduced, while LC3-II remained at a level similar to cells treated with actinomycin D alone, as observed upon autophagy induction [23]. Importantly, comparison of LC3-II levels in cells treated by CD alone and by CD plus actinomycin D revealed a significant reduction of LC3-II under the latter conditions (Fig. 5E). A similar reduction was observed for p62 levels under the above conditions (Fig. 5F), in accord with an autophagic process. Taken together, our results indicate that CD induces two phenomena: (i) increased expression of autophagy-related genes, as shown by RNA-seq (Figs. 1 and 2) and real-time quantitative reverse transcriptase-PCR (RT-qPCR) (Fig. 5A–C); (ii) induction of autophagy, as shown by accumulation of LC3-II (Fig. 3A–D), formation of LC3 puncta (Fig. 3E, F), and enhanced p62 degradation (Fig. 4). The combined effect of these two phenomena is the accumulation of p62 proteins in cholesterol-depleted cells, unlike the effect of rapamycin, where *SQSTM1* expression is not enhanced, and p62 protein expression is reduced. Of note, in the absence of transcription (CD in the presence of actinomycin D), the increase in p62 was eliminated, revealing an autophagy-dependent reduction in its level and suggesting that autophagy mediated by CD can proceed without transcription.

**Fig. 5:**
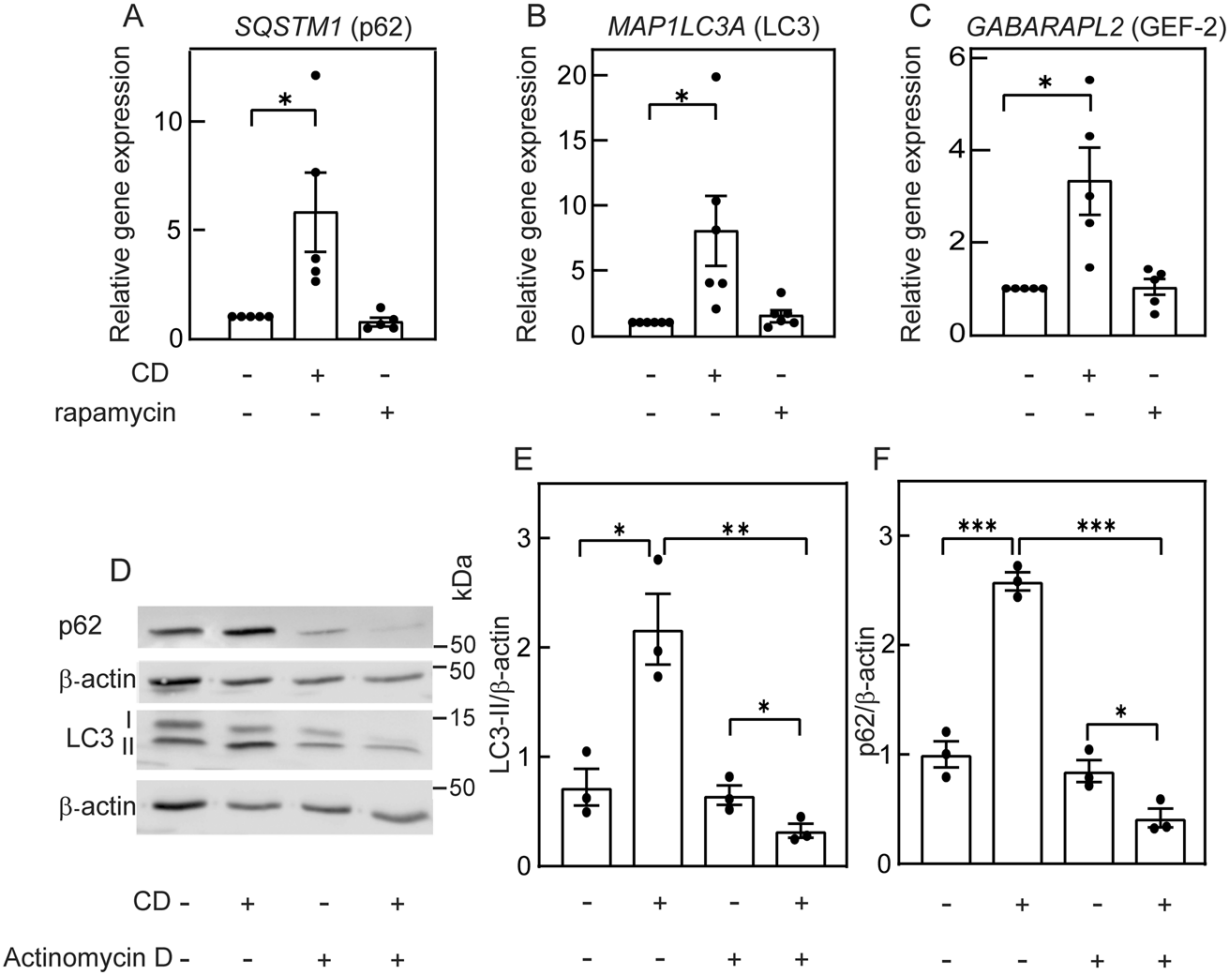
Cholesterol depletion-mediated increase in mRNA levels of autophagy markers is not essential for autophagy induction. **A**–**C** RT-qPCR analysis of **A** *SQSTM1* (encodes for p62); **B** *MAP1LC3* (encodes for LC3); and **C** *GABARAPL2* (encodes for GEF-2). Mv1Lu cells were treated (or not) for CD by statin or with rapamycin as in Fig. 4. RT-qPCR was as described under “Materials and methods”. Data (mean ± SEM; 5 or 6 independent experiments in each case) were normalized to the cDNA levels of β-actin, taking the level of the respective mRNA in untreated cells (control) as 1. The mRNA levels were significantly elevated in cholesterol-depleted cells, but were not affected by rapamycin treatment (*P < 0.05, Student’s two-tailed *t*-test). **D**–**F** Induction of autophagy by CD persists in the presence of actinomycin D. Cells were treated (or not) for CD by statin in the absence or presence of actinomycin D (1 μg/ml, added together with the statin). After 16 h, cells were lysed and analyzed by immunoblotting for LC3 and p62, using β-actin as loading control. **D** A representative blot. **E**, **F** Quantification of LC3-II (**E**) and p62 (**F**) levels relative to β-actin. The level measured for the control sample (untreated cells) was taken as 1. Bars are mean ± SEM of 4 independent experiments (*P < 0.05; ***P < 0.001; Student’s two-tailed *t*-test).

### ROS and JNK alter flux in autophagy mediated by cholesterol depletion

Statin treatment induces ROS formation in different cell types [32, 33], and ROS may regulate autophagy through diverse molecular mechanisms [34–41]. Moreover, ROS and CD activate JNK [16, 43], which regulates autophagy [36, 44–48]. Therefore, we proceeded to examine the involvement of ROS and JNK in autophagy induced by CD. To explore whether CD induces ROS formation, we employed flow cytometry to measure the fluorescence of 2′,7′-dichlorofluorescein (DCF), generated by oxidation of the non-fluorescent 2′,7′-dichlorodihydrofluorescein diacetate (DCFH-DA) after its de-esterification within the cells, in Mv1Lu cells subjected (or not) to statin-mediated CD. As controls, we tested the cellular response to H_2_O_2_-mediated ROS accumulation and/or to N-acetyl-L-cysteine (NAC)-mediated ROS scavenging. Figure 6A shows that CD and H_2_O_2_ induced ROS accumulation to similar degrees, which was blocked by NAC. In an earlier study, we demonstrated that CD induces accumulation of phosphorylated JNK (pJNK) in Mv1Lu cells [16]. To test whether ROS accumulation is involved in JNK activation, cholesterol-depleted cells were treated with NAC, and pJNK formation was measured (Fig. 6B, C). Indeed, NAC treatment significantly reduced the CD-mediated elevation in pJNK. Of note, ROS scavenging also eliminated the CD-mediated increases in LC3-II and p62 (Fig. 6D, E). To test the involvement of JNK activity in the above phenomena, cholesterol-depleted cells were treated with a JNK inhibitor (SP600125), and probed for LC3-II and p62 expression. SP600125 abrogated the accumulation of LC3-II and p62 following CD (Fig. 6F–H). Taken together, the above results suggest that ROS and/or JNK activity is required either for autophagy induction by CD or for the regulation of this process.

**Fig. 6:**
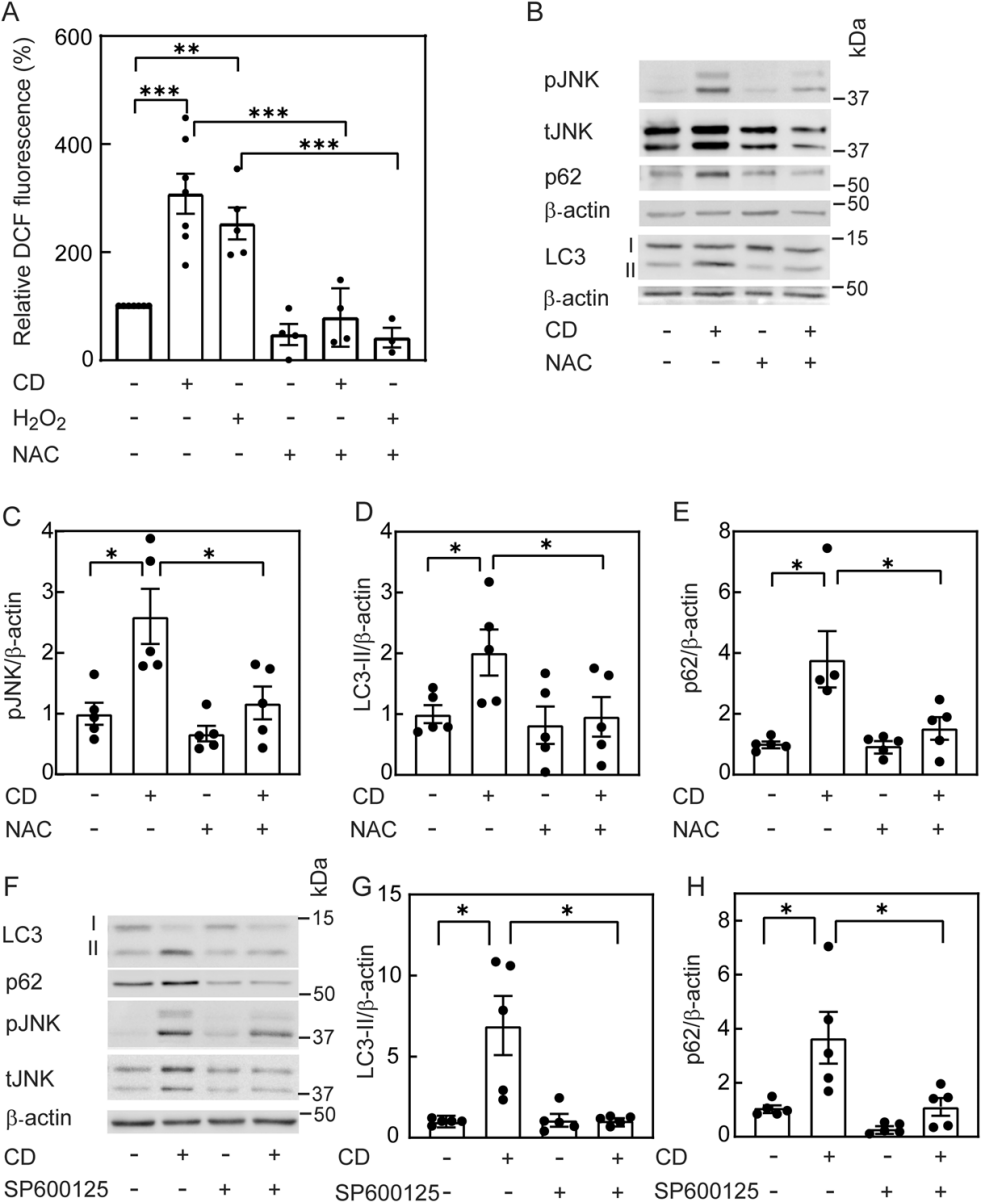
Elevation of ROS by cholesterol depletion is required for JNK activation and for the effects on LC3-II and p62 levels. Mv1Lu cells in 6-well plates were subjected (or not) to CD by statin (16 h) with or without the ROS scavenger NAC (10 mM; **A**–**E**), or the JNK inhibitor SP600125 (20 μM; **F**–**H**). **A** CD elevates ROS. Cells were treated (or not) with H_2_O_2_ (0.75 mM, 2 h; positive control), and incubated at 37 °C with DCF (10 μM, 30 min). After washing, DCF fluorescence intensity was determined by FACS with excitation at 485 nm and emission at 525 nm, taking the intensity measured in untreated cells in the same experiment as 100%. Bars are mean ± SEM of 3–7 independent experiments. Asterisks indicate a significant difference between the indicated pairs (**P < 0.01; ***P < 0.001; one-way ANOVA and Bonferroni post hoc test). **B**–**E** The ROS scavenger NAC prevents the effects of CD on JNK activation and on LC3-II and p62 levels. A representative blot is shown in panel **B**. Quantification of the effect of NAC on the levels of the proteins tested is depicted for pJNK (**C**), LC3-II (**D**), and p62 (**E**). The control sample (no CD, no NAC) for each protein was taken as 1. Bars are mean ± SEM of 5 independent experiments (*P < 0.05; Student’s two-tailed *t*-test). **F**–**H** Inhibition of JNK ac*t*ivity prevents the effect of CD on LC3-II and p62 levels. **F** A representative blot. **G**, **H** Quantification of the effects on LC3-II and p62 protein levels. Bars, mean ± SEM of 5 independent experiments. In each blot, the untreated sample (control) was taken as 1. Asterisks indicate significant differences between the pairs of samples indicated by the brackets (*P < 0.05; Student’s two-tailed *t*-test).

To characterize the effects of NAC or SP600125 on the autophagy-related parameters altered by CD, we measured their effects on the transcript levels of autophagy-related genes (*SQSTM1*, *MAP1LC3A*, and *GABARAPL2*) following CD. ROS scavenging by NAC or JNK inhibition by SP600125 had no significant effect on the increased mRNA levels of all three genes induced by CD (Fig. 7A–C). This suggests that the transcriptional regulation of autophagy by CD is independent of ROS and JNK activity, and that decreased expression of *SQSTM1* mRNA is not the basis for the reduced p62 protein in cholesterol-depleted cells treated with NAC or SP600125. Such a reduction may result from enhanced degradation of p62. This may be mediated by ROS scavenging (e.g., by NAC), or by reduced JNK activity. To test these possibilities, Mv1Lu cells were cholesterol depleted in the presence or absence of NAC or SP600125, and the effects on the degradation rate of p62 were measured in the presence of CHX. NAC or SP600125 accelerated the degradation kinetics of p62 in cholesterol-depleted cells (Fig. 8A, B), suggesting an enhancement of autophagic flux. This was also visualized by confocal microscopy (Fig. 8C, D). Here, cells were transfected with the tandem LC3-EGFP-mRFP vector ptfLC3 [49], subjected (or not; control) to CD, and treated (or not) with NAC or SP600125. The EGFP signal in untreated cells was mainly diffuse, in accord with low autophagy induction. CD induced puncta of both EGFP and mRFP signals, with a high degree of overlap. Treatment of cholesterol-depleted cells with NAC or SP600125 reduced the overall EGFP signal, with little effect on the RFP signal (Fig. 8C), thus reducing the EGFP/mRFP signal in mRFP positive pixels (Fig. 8C, D). This is in accord with localization of LC3-EGFP-mRFP to autolysosomes, as expected in cells with unperturbed autophagic flux. The enhanced degradation of p62 following NAC or SP600125 treatment of cholesterol-depleted cells and the reduction in the EGFP signal of LC3-EGFP-mRFP indicate that ROS and/or JNK activity disrupt autophagic flux prior to autophagosome-lysosome fusion. To test whether perturbation of autophagic flux suffices to induce expression of autophagy-related genes, we treated Mv1Lu cells (cholesterol depleted or not) with chloroquine, which disrupts autophagic flux and induces accumulation of LC3 puncta (Fig. 3G, H). Chloroquine alone did not alter the expression level of autophagy-related genes, and the increased expression of these genes induced by CD persisted in the presence of chloroquine (Fig. 8E–G). Taken together, these results suggest that disruption of autophagic flux by itself is not sufficient for the upregulation of these genes.

**Fig. 7:**
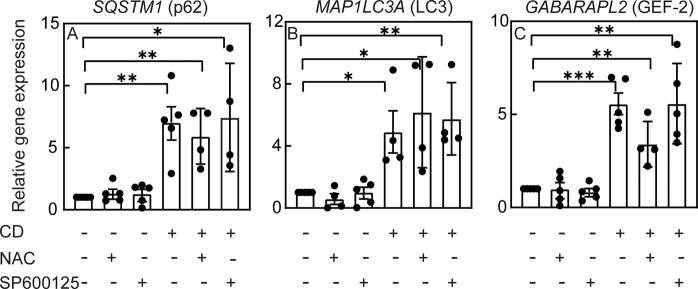
The increased transcription of autophagy markers following cholesterol depletion is independent of ROS and of JNK activity. Mv1Lu cells were treated (or not) for CD by statin (16 h) with or without NAC (10 mM) or SP600125 (20 μM). RT-qPCR was as described under “Materials and methods”. Data (mean ± SEM; 4–5 independent experiments in each case) were normalized to the cDNA levels of β-actin, taking the level of the respective mRNA in untreated cells (control) as 1. The mRNA levels were significantly elevated in cholesterol-depleted cells under all conditions (*P < 0.05; **P < 0.01; ***P < 0.001; Student’s two-tailed *t*-test).

**Fig. 8:**
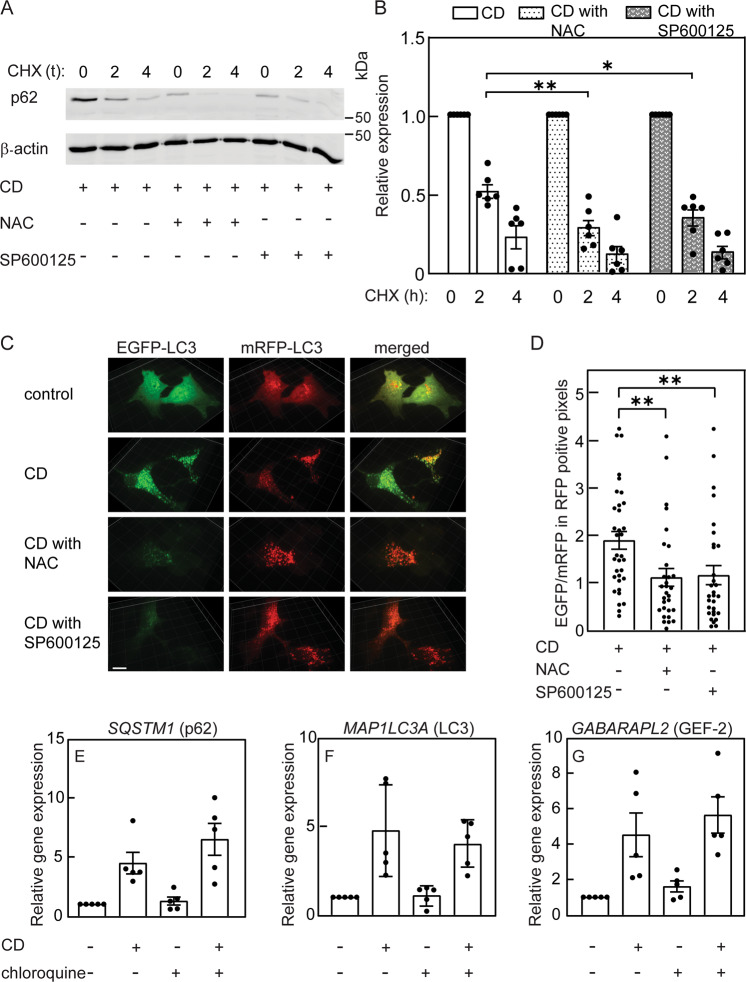
Cholesterol depletion perturbs autophagic flux via ROS and JNK activity. **A**, **B** Mv1Lu cells were subjected to CD by statin (16 h) with or without NAC or SP600125 as in Fig. 6. They were subjected to CHX-chase degradation assay as in Fig. 4E. **A** A representative experiment. **B** Quantification of p62 degradation (mean ± SEM of 6 independent experiments). Data were normalized to β-actin, taking the zero time (prior to CHX addition) for each condition as 1. The degradation rate of p62 was significantly enhanced following NAC or SP600125 treatment (*P < 0.05; **P < 0.01; one-way ANOVA and Dunnett’s multiple comparisons post hoc test). **C** Typical confocal 3-D renditions of LC3-EGFP-mRFP-expressing cells. Mv1Lu cells transiently transfected with the LC3-EGFP-mRFP expression vector ptfLC3 (“Materials and methods”) were subjected (or not) to CD with or without NAC or SP600125 as above, and imaged by spinning disk confocal microscopy. The EGFP signal in untreated cells was mainly diffuse, in accord with low autophagy induction. CD induced a shift to punctate labeling of EGFP and mRFP. Treatment of cholesterol-depleted cells with NAC or SP600125 reduced the EGFP signal, while the increase in mRFP LC3 puncta was retained. **D** Quantification of EGFP relative to mRFP levels in mRFP positive pixels, in single confocal midplanes (see “Materials and methods”). The intensities measured in the respective channels of the confocal microscope were analyzed using SlideBook. Bars are mean ± SEM of measurements on 34 (CD) or 30 (CD with NAC or SP600125) cells. Under the latter conditions, the EGFP/mRFP signal was significantly reduced (**P < 0.01; Student’s two-tailed *t*-test). **E**–**G** Chloroquine treatmen*t* does not induce autophagy-related genes and does not perturb the increase in their expression by CD. Cells were subjected to CD (16 h) with or without chloroquine (10 μM). The mRNA levels of autophagy-related genes were determined by RT-qPCR as in Fig. 7. No significant changes were induced by chloroquine (n.s., *P* > 0.05; Student’s two-tailed *t*-test).

## Discussion

Alterations to cholesterol homeostasis, which can occur in several diseases or be induced by statins, have major consequences on cellular function [9–12, 15, 16]. Autophagy is a lysosome-dependent degradation program essential for maintenance and re-establishment of cellular homeostasis [17–21]. CD was reported to induce autophagy [28], and to stimulate SREBP-2-dependent expression of autophagy genes [29]. Moreover, changes of the cholesterol level can regulate autophagosome transport and fusion with the lysosome [30, 31], and recent studies show involvement of a cholesterol transfer protein in autophagosome biogenesis [50, 51]. A potential connection between cholesterol and autophagy may be provided by ROS, which is induced by statin treatment [32, 33], and regulates autophagy by several mechanisms [34, 35, 37–41]. However, the interdependence between CD, enhanced transcription of autophagy genes, induction of autophagy, and ROS accumulation are unclear.

To examine whether mild CD alters the expression pattern of autophagy-related genes, we conducted an RNA-seq analysis comparing the transcriptome of untreated and cholesterol-depleted (~30% depletion) Mv1Lu cells. We observed a highly significant increase in the expression of multiple autophagy-related genes (Figs. 1 and 2), a selection of which was further confirmed by RT-qPCR (Fig. 5). The autophagy genes whose expression was modified by CD were scattered onto multiple steps of the autophagy process (Supplementary Fig. 4), suggesting a mainly positive regulation of autophagy by statin treatment.

To validate that CD induces autophagy in our cells, we measured LC3 expression and lipidation following two different CD treatments (statin inhibition of cholesterol synthesis, and cholesterol absorption by HPβCD) (Fig. 3A–D). Under both conditions, we observed accumulation of LC3-II, indicative of autophagy induction. This conclusion was confirmed by the CD-mediated redistribution of LC3 to a punctate pattern (Fig. 3E–H). In the context of selective autophagy, ubiquitinated cargoes (e.g., damaged organelles or proteins) are recognized by the ubiquitin receptor p62, linking them to the forming autophagosome [24–27]. When autophagy proceeds unperturbed, both p62 and its cargo undergo degradation in the lysosome [23]. Indeed, induction of autophagy by rapamycin treatment significantly reduced p62 protein level (Fig. 4A, B), while leaving its transcript level (*SQSTM1*) unchanged (Fig. 5A). In contrast, CD by statin or HPβCD treatment resulted in p62 accumulation (Fig. 4A–D). Moreover, *SQSTM1* transcript levels were also increased by CD (Figs. 2B and 5A). Given the enhanced *SQSTM1* mRNA expression, the observed increased levels of p62 protein following CD do not preclude its enhanced degradation, which is typical of autophagy [23]. Such a decrease may require compensation by p62 synthesis in order to keep autophagy going. We therefore employed protein synthesis inhibition by CHX to study the effects of CD on the degradation kinetics of p62 (Fig. 4E, F). The enhanced degradation of p62 in cholesterol-depleted cells confirmed the induction of autophagy under these conditions. Of note, the balance between enhanced p62 mRNA expression and the accelerated degradation of p62 protein in cholesterol-depleted cells results in an increase in the level of p62 protein. Of note, previous reports have also identified p62 accumulation under prolonged autophagy-inducing conditions [52, 53].

To test whether there is a dependence between enhanced transcription of autophagy-related genes and autophagy induction by CD, we combined CD with actinomycin D inhibition of transcription. Under these conditions, the hallmarks of autophagy (altered LC3 expression pattern and p62 reduction) were retained (Fig. 5D–F), confirming that autophagy mediated by CD does not require transcription. The notion that autophagy can be ignited without activation of transcriptional programs is supported by the ability of compounds that modify protein acetylation to induce autophagosome formation in cytoplasts (enucleated cells) [54]. However, autophagy can be modulated by transcriptional programs, as multiple autophagy regulators are coordinately regulated with factors involved in lysosomal biogenesis (e.g., by activity of members of the microphthalmia/transcription factor E (MiT/TFE) family), supporting increased autophagic flux [55, 56]. In this context, activation of TFEB-dependent gene expression programs was proposed to result from cholesterol sensing in lysosomes [57]. The importance of lysosome-localized cholesterol in regulating cellular homeostasis is underscored by the cholesterol-dependent regulation of mTOR activity at the lysosome membrane [58]. This latter mechanism provides a potential link between CD and autophagy induction, via mTOR inhibition (*i.e*., emulating the effect of rapamycin). An additional mechanism by which statins can reduce mTOR activity, thus promoting autophagy, was shown in leukemic cells to involve the reduction of activated Akt in cholesterol-rich domains (lipid rafts) [59]. Indeed, CD treatment of Mv1Lu cells altered the expression of multiple genes related to the mTOR signaling pathway (Supplementary Fig. 5), suggesting potential involvement of this pathway in the mediation of the effects of CD.

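The mTOR pathway was examined as a list of 56 genes written before the counts were examined, of which 47 were found by symbol and 46 were tested. At an FDR under 0.05 in edgeR, 12 were higher and 8 lower in CD, and 26 were not called. Adjusted over the list alone, 8 were higher and 6 lower. Of the 12 higher genes, 7 were called under all 15 alternative settings, and of the 8 lower genes 5. RRAGA, DDIT4 and FLCN, among the higher genes, were not called in 10, 10 and 8 of the 15. The changes went both ways, with a median log2 fold change of 0.073, and the list did not rank above or below the other genes as a set (FDR 0.76, camera, with 0.72 at an estimated correlation), although fry called it (FDR 0.0217). The median was -0.018 without CD replicate 1 and -0.0042 without CD replicate 3. SGK1, a kinase downstream of mTOR complex 2, rose from 39.3 ± 3.23 CPM to 188 ± 19.4 CPM (SD, n = 3 each; log2 fold change 2.26, standard error 0.13, FDR 8.65e-07, edgeR). RRAGB, a GTPase that recruits mTOR complex 1 to lysosomes, rose by a log2 fold change of 1.57 (standard error 0.25, FDR 6.16e-04, edgeR), and SESN1, an inhibitor of the complex, by 1.24 (standard error 0.20, FDR 6.17e-04, edgeR). RPTOR, a subunit of mTOR complex 1, was lower, with a log2 fold change of -0.87 (standard error 0.22, FDR 0.00825, edgeR). The log2 fold change of MTOR was -0.70 (standard error 0.26, FDR 0.0448, edgeR), and in 7 of 15 alternative settings this gene was not called, with an FDR of up to 0.16 in edgeR without the filter on low counts. Without control replicate 1, 2 or 3 or CD replicate 2, MTOR was not called (FDR 0.0891, 0.0891, 0.13 and 0.0528, edgeR), and without CD replicate 3 its log2 fold change was -0.45.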

Statin treatment induces ROS [32, 33] (Fig. 6A). ROS-mediated JNK activation is a well-established signaling axis [60–62]; accordingly, the cholesterol-dependent increase in pJNK was abrogated by NAC treatment (Fig. 6B, C). Moreover, NAC or SP600125 inhibited the accumulation of both LC3-II and p62 (Fig. 6), suggesting involvement of both ROS and JNK activity in autophagy induced by CD. The reduction in p62 may result from inhibition of expression or from enhanced degradation. Our demonstration (Fig. 7A) that *SQSTM1* (p62) mRNA levels are increased by CD also in the presence of NAC or SP600125 suggests that ROS or JNK activity do not inhibit p62 expression. Conversely, NAC or SP600125 enhanced p62 degradation in cholesterol-depleted cells (Fig. 8A), providing a mechanism for p62 reduction. To test for an increase in autophagic flux, we employed confocal microscopy to assay the fluorescence pattern of the tandem LC3-EGFP-mRFP construct (ptfLC3) in cells subjected to CD and treated with NAC or SP600125 (Fig. 8C, D). In this assay, a block in autophagosome maturation into autolysosomes leads to an increase in doubly-labeled red and green (i.e., yellow) pixels. Release from such a block would decrease the green signal following exposure to the acidic pH of the lysosome [23, 49]. Indeed, such a reduction in the green signal (in red pixels) was observed upon treatment of cholesterol-depleted cells with NAC or SP600125. Together with the reduced degradation of p62, these findings suggest that ROS and JNK activity perturb the autophagic flux.

Former studies showed that ROS regulates autophagy through both transcriptional and post-transcriptional mechanisms [37]. Thus, the ROS-responsive transcription factor NRF2 is intertwined with p62 in a positive feedback loop, leading to increased p62 expression [63]. Moreover, ROS-induced calcium release from lysosomes induces autophagy and transcription of lysosome/autophagy-related genes through TFEB, providing an additional ROS-induced autophagy-related transcription program [64]. At the post-transcriptional level, ROS was shown to inhibit ATG4 (a protease involved in deconjugating LC3 from phosphatidyl-ethanolamine), allowing for accumulation of LC3-II on phagophores [35, 65]. Interestingly, ATG4 also regulates autophagosome maturation [66], suggesting a putative mechanism by which this latter step can also be regulated by ROS accumulation. In accord with ROS-induced inhibition of the late steps of autophagy, H_2_O_2_ (a source for increased cellular ROS) blunts lysosome fusion [67]. Furthermore, JNK activation by ROS was shown to induce autophagy in mouse mesenchymal stem cells [68], without accumulation of p62.

In conclusion, the findings reported here indicate that CD has several effects on autophagy induction and regulation, which are at least partially independent: (i) Increased expression of autophagy genes. This specific effect is not essential for autophagy induction, and is not mediated by ROS or JNK activity. (ii) Induction of autophagy. This branch was also independent of ROS or JNK activity. (iii) Attenuation of autophagic flux. This effect, which was apparent by the accumulation of p62 protein due to an increase in its mRNA level and a slower degradation of the protein formed, depended on CD-mediated ROS formation and JNK activation, since it was reversed by NAC or SP600125.

## Materials and methods

All the materials and methods are described in the Supplemental Materials and Methods file.

## Supplementary information

Supplementary files description

Supplemental materials and methods

Supplementary figure legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Table 1

## Data Availability

Data are presented in the main manuscript or additional supporting files. The RNA-seq data are uploaded to the NCBI Gene Expression Omnibus (GEO) with accession number GSE179869. All other data and materials will be made available by the corresponding authors upon reasonable request.

# Supplementary material for: Autophagy is induced and modulated by cholesterol depletion through transcription of autophagy-related genes and attenuation of flux
**Source:** Cell Death Discov. 2021 Oct 29;7:320. doi: 10.1038/s41420-021-00718-3
**Supplement:** Supplementary file 1 — Supplementary files description

**SUPPLEMENTARY FILES DESCRIPTION**

1. Supplemental Materials and Methods, including the relevant references. It is a text file (Word docx file).
2. Supplementary Fig. 1. TreeMap of biological processes upregulated following cholesterol depletion (TIFF file).
3. Supplementary Fig. 2. TreeMap of biological processes downregulated following cholesterol depletion (TIFF file).
4. Supplementary Fig. 3. TreeMap of upregulated cellular compartment terms following cholesterol depletion (TIFF file).
5. Supplementary Fig. 4. KEGG graph of the autophagy pathway (TIFF file).
6. Supplementary Fig. 5. KEGG graph of the mTOR pathway (TIFF file).
7. Supplementary Figure Legends (Word docx file).
8. Supplementary Table 1. List of genes altered more than 2-fold by cholesterol depletion (Excel file).

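Table S1 gives for each gene the mean of the normalized counts over all libraries (baseMean), the log2 fold change of CD against control with its standard error, and the p-value before and after adjustment. For SQSTM1, the mean over the 6 libraries computed here from the counts, each divided by its DESeq2 size factor, was 29024. It was the mean of 9843 ± 391 in control and 48205 ± 6482 in CD cells (SD, n = 3 each). The column testMean of the table equals baseMean multiplied by the fold change, with a largest relative deviation of 9.67e-06 over 1998 genes, and it is not a mean of either group.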

# Supplementary material for: Autophagy is induced and modulated by cholesterol depletion through transcription of autophagy-related genes and attenuation of flux
**Source:** Cell Death Discov. 2021 Oct 29;7:320. doi: 10.1038/s41420-021-00718-3
**Supplement:** Supplementary file 2 — Supplemental materials and methods

**MATERIALS AND METHODS**

###### Reagents

Hanks' balanced salt solution (HBSS) with Ca^2+^/Mg^2+^, without phenol red; cat. #009015237500), phosphate-buffered saline (10x; cat. #001623237500) and 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES, 1M, pH 7.3; cat#:000773233100) were from Bio-Lab Ltd. (Jerusalem, Israel). Lovastatin (cat. #438185) was obtained from Merck-Calbiochem (Darmstadt, Germany). Fatty acid free bovine serum albumin (BSA) (fraction V; cat. #10-775-835-001) was from Roche Diagnostics (Manheim, Germany). Na_3_VO_4_, mevalonate (as DL-mevalonic acid lactone; cat. #M4667), 2-hydroxypropyl-β-cyclodextrin (HPβCD; cat. #H107), protease inhibitor cocktail (cat. #P8340), phosphatase inhibitor cocktails 2 and 3 (cat. #P5726 and #P0044, respectively), actinomycin D (cat. #A9415), the JNK inhibitor SP600125 (competes with ATP to inhibit c-Jun phosphorylation; cat. #S5567), N-acetylcycteine (NAC; cat. #A8199), rapamycin (cat. #553210), 2’,7’-dichlorodihydrofluorescein diacetate (DCFH-DA; cat. #D6883) and chloroquine (cat. #C6628) were from Sigma-Aldrich (St. Louis, MO). The ptfLC3 expression vector [[1](#_ENREF_1)], encoding LC3 fused to EGFP and mRFP (LC3-EGFP-mRFP), was a gift from Tamotsu Yoshimori (Addgene plasmid #21074). Gel electrophoresis reagents were from Bio-Rad (Hercules, CA). All other reagents were from Sigma.

**Antibodies**

Rabbit antibodies to LC3B (cat. #L7543) were from Sigma-Aldrich. Alexa Fluor (Alexa) 488-goat anti rabbit (GαR) IgG (cat. #R37116) was obtained from Invitrogen-Molecular Probes (Eugene, OR). Normal goat γ-globulin (cat. # 005-000-002), peroxidase-conjugated goat anti-mouse (GαM) IgG (cat. #115-035-062) and peroxidase-GαR IgG (cat. #115-035-144) were from Jackson ImmunoResearch Laboratories (West Grove, PA). Rabbit antibodies to phospho (p) JNK (cat. #9251) and total (t) JNK (cat. #9252) were from Cell Signaling Technology (Danvers, MA). Mouse anti-β-actin (cat. #0869100-CF) was from MP Biomedicals (Solon, OH). Polyclonal rabbit anti-p62/SQSTM1 (cat. #PM045) was from MBL International (Woburn, MA).

**Cell culture**

Mv1Lu mink lung epithelial cells (cat. #CRL-6584) from American Type Culture Collection (ATCC; Manassas, VA) were grown in Dulbecco's modified Eagle's medium (DMEM) as described [[2](#_ENREF_2)]. All media and cell culture reagents were from Biological Industries Beit Haemek (Beit Haemek, Israel). The cells were routinely tested by RT-PCR for mycoplasma contamination.

**Cholesterol depletion**

Mv1Lu cells were subjected to cholesterol depletion (CD) by statin-mediated metabolic inhibition of HMG-CoA reductase as described [[3](#_ENREF_3), [4](#_ENREF_4)]. The cells were incubated (16 h) with 50 μM lovastatin and 50 μM mevalonate in medium supplemented with 10% lipoprotein-deficient fetal calf serum (LPDS), prepared as described earlier [[4-6](#_ENREF_4)]. Mevalonate (the product of HMG-CoA reductase, added to prevent excessive reduction of mevalonate) is added at a level that reduces cholesterol production but is sufficient for farnesylation and geranylgeranylation [[4](#_ENREF_4), [6](#_ENREF_6), [7](#_ENREF_7)]. This treatment reduced the free cholesterol level, which represents almost exclusively membrane cholesterol, by 30-33%, measured by us earlier in the Mv1Lu cells [[4](#_ENREF_4)].We have shown previously that this treatment has no detectable effect on cellular phospholipids or fatty acid composition [[6](#_ENREF_6)]. In some experiments, cholesterol extraction by HPβCD [[8](#_ENREF_8), [9](#_ENREF_9)] was used as an alternative method to reduce membrane cholesterol. HPβCD treatment was conducted basically as described earlier for methyl-β-cyclodextrin [[4](#_ENREF_4), [10](#_ENREF_10)]. Briefly, the medium was replaced by DMEM containing 10% LPDS, and 15 mM HPβCD were added. The cells were incubated for 16 h at 37 °C, as was done for the statin treatment. The reduction in free cholesterol was similar to that in the statin-treated cells [[4](#_ENREF_4)].

**Immunoblotting**

Mv1Lu cells were cultured overnight in 6-well plates, and subjected (or not; control) to CD treatment. Where indicated in the figure legends, cells were treated with actinomycin D (1 µg/ml), NAC (10 mM) or SP600125 (20 μM), which were added at the start of the statin treatment. After 16 h, cells were starved in serum-free medium (2 h, 37°C), followed by lysis on ice (30 min) with lysis buffer [420 mM NaCl, 50 mM Hepes, 5 mM EDTA, 1% NP-40, 3 mM dithiothreitol, protease inhibitor cocktails 1 and 2 and 0.1 mM Na_3_VO_4_]. After low-speed centrifugation to remove nuclei and cell debris, the lysates were subjected to SDS-PAGE (10% or 12.5% polyacrylamide) and immunoblotting as described . The blots were probed (12 h, 4°C) by primary antibodies followed by peroxidase-coupled GαR or GαM IgG (1:5000 for 1 h at 22°C). The bands were visual­ized by enhanced chemiluminescence (ECL) using Clarity ECL substrate (cat. #[1705060](http://www.bio-rad.com/en-us/sku/1705060-clarity-western-ecl-substrate-200-ml), Bio-Rad, Hercules, CA), recorded using ChemiDoc Touch imaging system (Bio-Rad) and quantified by Image Lab software (Bio-Rad).

**Measurement of Intracellular ROS Generation**

Intracellular ROS generation was measured using the dichlorofluorescein (DCF) assay [[11](#_ENREF_11)]. Mv1Lu cells in 6-well plates were subjected (or not) to CD by metabolic inhibition (16 h) with or without the ROS scavenger NAC (10 mM). The cells were treated (or not) with H_2_O_2_ (0.75 mM, 2 h; positive control), and incubated at 37°C (30 min) as described [[12](#_ENREF_12)] with the non-fluorescent cell permeable DCFH-DA, dissolved in dimethyl sulfoxide and diluted to 100 μM in cell growth medium lacking phenol red (supplemented with 10% fetal calf serum or LPDS for untreated and CD-treated cells, respectively) . After washing with fresh medium, the fluorescence of the product of the de-esterified reagent after oxidation by ROS to fluorescent (DCF) was determined by FACS set to 485 nm excitation and 525 nm emission.

**Immunofluorescence of endogenous LC3**

Mv1Lu cells grown on glass covers lips were subjected (or not; control) to CD treatment. After 16 h, cells were fixed with 4% paraformaldehyde, permeabilized with Triton X-100 (0.2% in phosphate buffered saline; 5 min), blocked with goat γ-globulin (200 μg/ml, 30 min, 22°C) in cold HBSS containing 20 mM HEPES (pH 7.4) and 2% BSA (HBSS/HEPES/BSA), and labeled successively (each incubation for 45 min at 22°C in the same buffer) by: (i) rabbit anti-LC3B IgG (3 μg/ml); (ii) Alexa 488-GαR IgG (2μg /ml). Cells were imaged using a motorized spinning disk confocal microscope (Yokogawa CSU-22 confocal head mounted on a Zeiss Axiovert 200M microscope, Carl Zeiss Microscopy GmbH, Jena, Germany) equipped with an Evolve CCD camera (pixel size 0.16 microns; Photometrics, Tucson, AZ). Images were acquired under the command of Slidebook™ (Intelligent Imaging Innovations, Denver, CO), using a 63× oil immersion objective (NA 1.4). For calculation of the coefficient of variation of the fluorescence signal, area of cells from a single confocal mid-plane was manually identified, and the average and standard deviation of the fluorescence signal per cell were calculated with Slidebook^TM^.

**Microscopy experiments based on transfected ptfLC3 (LC3-EGFP-mRFP) vector**

Transient transfection with the tandem LC3-EGFP-mRFP ptfLC3 vector was performed using Lipofectamine® 2000 reagent (cat. #[11-668-019](https://www.fishersci.com/shop/products/invitrogen-lipofectamine-2000-transfection-reagent-2/11668019); Invitrogen, Waltham, MA) according to the manufacturer’s instructions. After 32 h, the cells were subjected (or not; control) to CD treatment for 16 h, fixed with 4% paraformaldehyde, and subjected to spinning disc confocal microscopy and analysis as above, except for the objective employed (100× oil immersion objective, NA 1.45). For quantification of EGFP signal on mRFP positive pixels, mRFP-positive signals of single confocal mid-planes of transfected/treated cells (treatments were identical to described above, with the exception that they were initiated 72 h post-transfection) were identified through intensity-based segmentation. EGFP and mRFP signals in the segmented regions were calculated with Slidebook^TM^.

**Degradation measurements by cycloheximide (CHX) chase**

Mv1Lu cells grown in 6-well plates were subjected (or not; control) to statin-mediated CD treatment (16 h). The cells were then serum-starved (2 h), incubated with 300 μM CHX for 0-6 h at 37°C, lysed, and subjected to SDS-PAGE and immunoblotting.

**Real-time quantitative reverse transcriptase-PCR (RT-qPCR)**

Mv1Lu cells grown in 6-well plates were subjected to CD or left untreated (control). Total RNA was isolated by EZ-RNA (cat. #20-400-100, Biological Industries Beit Haemek), followed by reverse transcription using Verso RT-PCR Kit (cat. #AB-1453-B, Thermo Fisher Scientific, Waltham, MA). RT-qPCR analysis of the mRNA levels of the autophagy-related genes *SQSTM1,* *MAP1LC3* and *GABARAPL2* was done in triplicate using KAPA SYBR FAST ABI Prism qPCR kit (cat. #KK4604, Kapa Biosystems-Roche, Wilmington, MA), and quantified with Applied Biosystems 7300 Real-Time PCR System Software (Thermo Fisher Scientific). Non-template controls (NTC) and quantitative standards (β-actin) were included for calibration. Gene expression values were calculated based on the comparative threshold cycle (C_T_) method [[13](#_ENREF_13)]. The real-time RT-qPCR primers used were: (i) For *SQSTM1* - 5'-CAGAGAAGCCCATGGACAG-3' (forward) and 5'-AGCTGCCTTGTACCCACATC-3' (reverse); (ii) For *MAP1LC3A* - 5'-ACAGCATGGTGAGTGTGTC-3' (forward) and 5'-GGGAGGCGTAGACCATATAGA-3' (reverse); (iii) For *GABARAPL2* - 5'-AAAGGATCCAGCTTCCTTCTG-3' (forward) and 5'- CTCTAAAGCTGTCCCATAGTT-3' (reverse); (iii) For β-actin, 5’-GCCATGGATGACGATATCGC-3’ (forward) and 5’-CATTCCACCATCACACCCT-3’ (reverse).

**mRNA library preparation and sequencing**

RNA extraction was carried out as described under RT-qPCR. Sample concentrations were measured *via* Qubit™ RNA HS Assay Kit (cat. #Q32852, Invitrogen), and quality-tested on an Agilent 2200 TapeStation (Agilent, Santa Clara, CA) using high sensitivity RNA ScreenTape (cat. #5067-5579; Agilent). Libraries were prepared using NEBNext® Poly(A) mRNA Magnetic Isolation Module (cat. #E7490, New England Biolabs, Ipswich, MA) according to the manufacturer’s protocol. Double strand cDNA was amplified by 8 cycle PCR. cDNA was quantified by Qubit™ dsDNA HS Assay Kit (cat. #Q32851; Invitrogen) and quality was verified with TapeStation 2200, using high sensitivity D5000 DNA ScreenTape (cat. #5067-5592; Agilent). One ng cDNA was used for preparation of sequencing libraries using the Nextera XT DNA Sequencing kit (NextSeq 500/550 high output kit v2.5, cat. #20024906, Illumina, San Diego, CA; 75 cycles). Quality and concentration of the DNA preparations were verified as described above, and the samples were analyzed on a NextSeq500 sequencer (Illumina).

Raw sequencing reads were trimmed and filtered using fastp 0.20.1 [[14](#_ENREF_14)], then aligned to mink genome assembly (NNQGG.v01) using STAR 2.7.2a [[15](#_ENREF_15)]. Normalization and differential expression analysis were performed in R 4.0.3 using the package DESeq2 1.30.1 [[16](#_ENREF_16)]. 

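The size factors by which the authors divided the counts of each library were obtained from the deposited normalized expression values. They were 0.908, 0.901 and 1.17 for control replicates 1, 2 and 3 and 1.10, 1.07 and 0.909 for CD replicates 1, 2 and 3. The median-of-ratios method of DESeq2 gave the same factors, with a largest difference of 8.88e-16, when the 4 rows of the count table that hold read totals and name no gene were kept among the genes. With these rows left out, the factor of control replicate 3 was 1.17 and that of CD replicate 3 was 0.909 as well, so the rows hardly moved the normalization. With these rows kept, the log2 fold changes of DESeq2 were the same as those of Table S1, within 0.001, for all 1998 genes at hand.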

The hypergeometric test was used for enrichment testing. Enriched biological process GO terms with p values, both for up and down-regulated genes, were clustered by Revigo [[17](#_ENREF_17)] according to semantic similarity and visualized in a treemap. Mink GO annotations and dog gene homologs were obtained from Ensembl release 103 [[18](#_ENREF_18)]. Pathway graphs for dog homologs were obtained from KEGG [[19](#_ENREF_19)].

**Statistical analysis**

Statistical significance was analyzed by Prism9 (GraphPad Software, San Diego, CA) using two-tailed Student’s t-test or one-way ANOVA followed by Bonferroni or Dunnett’s post hoc test as described in the figure legends. Data are presented as mean ± SEM, with the number of independent repetitions given in each figure legen d. A *P*‐value lower than 0.05 was considered statistically significant (*, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001).

**REFERENCES**

1. Kimura S, Noda T, Yoshimori T. Dissection of the autophagosome maturation process by a novel reporter protein, tandem fluorescent-tagged LC3. Autophagy. 2007;3:452-60.

2. Shapira KE, Gross A, Ehrlich M, Henis YI. Coated pit-mediated endocytosis of the type I transforming growth factor-β (TGF-β) receptor depends on a di-leucine family signal and is not required for signaling. J Biol Chem. 2012;287:26876-89.

3. Hua X, Sakai J, Brown MS, Goldstein JL. Regulated cleavage of sterol regulatory element binding proteins requires sequences on both sides of the endoplasmic reticulum membrane. J Biol Chem. 1996;271:10379-84.

4. Shapira KE, Ehrlich M, Henis YI. Cholesterol depletion enhances TGF-β Smad signaling by increasing c-Jun expression through a PKR-dependent mechanism. Mol Biol Cell. 2018;29:2494-507.

5. Lin S, Naim HY, Rodriguez AC, Roth MG. Mutations in the middle of the transmembrane domain reverse the polarity of transport of the influenza virus hemagglutinin in MDCK epithelial cells. J Cell Biol. 1998;142:51-7.

6. Shvartsman DE, Gutman O, Tietz A, Henis YI. Cyclodextrins but not compactin inhibit the lateral diffusion of membrane proteins independent of cholesterol. Traffic. 2006;7:917-26.

7. Eisenberg S, Beckett AJ, Prior IA, Dekker FJ, Hedberg C, Waldmann H, et al. Raft protein clustering alters N-Ras membrane interactions and activation pattern. Mol Cell Biol. 2011;31:3938-52.

8. Christian AE, Haynes MP, Phillips MC, Rothblat GH. Use of cyclodextrins for manipulating cellular cholesterol content. J Lipid Res. 1997;38:2264-72.

9. Rosenbaum AI, Maxfield FR. Niemann-Pick type C disease: molecular mechanisms and potential therapeutic approaches. J Neurochem. 2011;116:789-95.

10. Scheiffele P, Roth MG, Simons K. Interaction of influenza virus haemagglutinin with sphingolipid-cholesterol membrane domains *via* its transmembrane domain. EMBO J. 1997;16:5501-8.

11. Wang H, Joseph JA. Quantifying cellular oxidative stress by dichlorofluorescein assay using microplate reader. Free Radic Biol Med. 1999;27:612-6.

12. Goldshmit Y, Erlich S, Pinkas-Kramarski R. Neuregulin rescues PC12-ErbB4 cells from cell death induced by H(2)O(2). Regulation of reactive oxygen species levels by phosphatidylinositol 3-kinase. J Biol Chem. 2001;276:46379-85.

13. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2^-ΔΔCT^ Method. Methods. 2001;25:402-8.

14. Chen S, Zhou Y, Chen Y, Gu J. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics. 2018;34:i884-i90.

15. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29:15-21.

16. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.

17. Supek F, Bosnjak M, Skunca N, Smuc T. REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS ONE. 2011;6:e21800.

18. Yates AD, Achuthan P, Akanni W, Allen J, Allen J, Alvarez-Jarreta J, et al. Ensembl 2020. Nucleic Acids Res. 2020;48:D682-D8.

19. Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M. KEGG: integrating viruses and cellular organisms. Nucleic Acids Res. 2021;49:D545-D51.

# Supplementary material for: Autophagy is induced and modulated by cholesterol depletion through transcription of autophagy-related genes and attenuation of flux
**Source:** Cell Death Discov. 2021 Oct 29;7:320. doi: 10.1038/s41420-021-00718-3
**Supplement:** Supplementary file 3 — Supplementary figure legends

**Supplementary Figure Legends**

**Figure S1** **TreeMap of biological processes upregulated following cholesterol depletion.** Treemap of significantly enriched biological process Gene Ontology terms of up-regulated genes, sized according to enrichment significance and clustered by semantic similarity.

**Figure S2** **TreeMap of biological processes downregulated following cholesterol depletion.** Treemap of significantly enriched biological process Gene Ontology terms of down-regulated genes, sized according to enrichment significance and clustered by semantic similarity.

**Figure S3** **TreeMap of upregulated cellular compartment terms following cholesterol depletion.** Treemap of cellular compartments Gene Ontology terms of up-regulated genes, sized according to enrichment significance and clustered by semantic similarity.

**Figure S4** **KEGG graph of the autophagy pathway.** A schematic graph of the animal autophagy pathway, using orthologous dog genes (KEGG cfa04140). Rectangular nodes represent gene products, colored by the log2-transformed fold change values of the cholesterol depleted vs. control differential expression comparison.

**Figure S5** **KEGG graph of the mTOR pathway.** A schematic graph of the mTOR signaling pathway, using orthologous dog genes (KEGG cfa04150). Rectangular nodes represent gene products, colored by the log2-transformed fold change values of the cholesterol depleted vs. control differential expression comparison.

How the deposited data were processed for this re-analysis (not part of the article)

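RNA of Mv1Lu cells was sequenced by the authors as 3 libraries of untreated cells (control) and 3 of cells subjected to CD. The groups and replicate numbers were taken from the sample labels and the paper. According to the paper's methods, poly(A) mRNA was isolated, double-stranded cDNA was amplified by PCR, libraries were made with the Nextera XT kit, and the reads were trimmed and filtered with fastp, aligned to the mink assembly with STAR and compared with DESeq2. The program that assigned the reads to genes is not given in the sources used here, nor is whether the counting used the strand of the reads, so the counts of overlapping and antisense genes are uncertain, as are genes with near-identical copies.

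The authors deposited a table of raw counts, with 24526 genes and the 6 libraries, and one file per library of normalized expression, a signal that equals the count divided by a size factor of that library. Besides the genes, the count table holds 4 rows of read totals that name no gene (unmapped, multimapped, without a feature, and ambiguous). These rows were left out of the library sizes and tests. They held 47.2%, 41.4% and 29.3% of the reads of control replicates 1, 2 and 3 and 31.1%, 31.8% and 41.4% of those of CD replicates 1, 2 and 3. The unmapped reads alone made up 18.4%, 13.6% and 4.25% in the control and 3.54%, 4.33% and 9.37% in the CD libraries.

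In the deposited normalized files, each value multiplied by the size factor was a whole number of reads, within 0.01 reads for 100% of the 147156 values of the 6 libraries. In the order of rows, these numbers were the counts of the table with its first 4 rows left out and the 4 rows of read totals kept in. The gene identifiers beside them followed another order. Of 14530 rows whose 6 counts occur only once in the count table, 1 stood beside the identifier of the gene with those counts, and by identifier the normalized values had a Spearman correlation across genes of at most 0.00674 in size with the counts. The normalized values were therefore paired with genes by row and used only for the alternative that needs them. The edgeR test on the reads recovered from them called 5800 genes, 3016 higher and 2784 lower, of 12146 tested.

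The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 12148 genes, of which 2059 have no symbol in the table. Libraries were scaled by TMM, and CD was compared with control by glmQLFit with robust estimation and glmQLFTest, over all 6 libraries and with the condition as the only term, as fixed before the data were examined. P-values were adjusted by the Benjamini-Hochberg method over all genes tested and called at 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The median standard error was 0.18 over the tested genes, which is the precision that this depth and 3 libraries per group give.

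Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on voom values, with adjustment over 15 lists. The lists were cholesterol biosynthesis, other SREBP targets, autophagy, mTOR signaling, lysosome, LXR targets, genes that rise when prenylation is lost, YAP targets, G1/S, G2/M, NRF2 targets, the integrated stress response, the unfolded protein response and PPAR targets, all written from general knowledge before the data were examined, and SRF targets, written after the value of ACTB had been seen. Members were matched by the symbols in the count table or by older symbols. The annotation of mink genes at hand is of assembly ASM_NN_V1 and not of the assembly used by the authors, so no coordinates or gene lengths are given.

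The genes named were fixed by a rule before the data were examined. They are the genes named in the paper's text, β-actin (ACTB), the genes labelled in Figs. 1A, 1B and 2A for their values only, members of the lists, and the 5 genes with the highest and the 5 with the lowest log2 fold change among the called genes that have a symbol and whose groups do not overlap. Values of genes in Table S1 had been seen. A gene without a symbol that is named in the closing section, and the SRF targets named there, were chosen after their values were seen, as were the genes named because their call depends on the setting.

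The alternatives were DESeq2 1.42.0, limma-voom, other scalings in edgeR (DESeq2 size factors, upper quartile, total counts), no filter on low counts (except genes with 0 counts in all libraries), a minimum of 50 counts in 3 libraries, the replicate number as a block, each library left out, limma on log2 of the normalized expression with a pseudocount of 1, an FDR of 0.01, a test against a 2-fold change (glmTreat), and for lists fry and an estimated correlation. The FDR of 0.01 and the test against a 2-fold change were applied to the numbers of called genes only, which leaves 15 alternative settings for single genes. DESeq2 with the rows of read totals kept, and edgeR on the recovered reads, were added after the files had been seen.

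The scripts were tested on simulated counts for the comparison of CD with control, drawn for 12148 genes from the means and library sizes of these data with 200 genes changed. edgeR called 88.0% of the changed genes in the right direction, and 7.37% of its calls were wrong. The corresponding values were 88.5% and 7.33% for limma-voom, and 91.0% and 15.0% for DESeq2. The simulation gave both groups the same spread for each gene. In the data, the biological coefficient of variation was 0.0838 among the control and 0.214 among the CD libraries. Only well-counted genes were changed in the simulation, and by at least 2-fold. The simulated rates therefore test the scripts and do not carry over to the calls in the data. Pairs of libraries of one group differed by more than sampling noise in every case (chi-square per degree of freedom between 9.41 and 72.7 over genes with at least 20 counts), so none is a second copy of another, and each was counted as 1 sample as the labels give it. This comparison does not show that the libraries come from separate cultures. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Some genes of the lists are not reported here by name. The immunoblot, RT-qPCR and microscopy experiments of the paper, and its GO and KEGG enrichment, were not analysed here.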

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

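The tests with libraries left out for ACTB, G1/S genes and LXR targets, the tests of SRF targets and of multimapped reads, and the test of the gene without a symbol were chosen after results that bear on them had been seen, whereas the tests across scalings were laid down before.

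ACTB, which encodes the β-actin that the paper uses as reference in RT-qPCR and as loading control in immunoblots, was lower in CD. The paper's text does not report its RNA-seq value. ACTB fell from 5006 ± 257 CPM to 2673 ± 280 CPM (SD, n = 3 each), a log2 fold change of -0.91 (standard error 0.14, FDR 4.30e-04, edgeR), and was lower in 3 of 3 CD libraries. Among genes with a symbol it had the rank 2 by its count in the control libraries, and 88.8% of the tested genes had a higher log2 fold change. The normalization does not account for this, since over 7 scalings and tests the value closest to 0 was -0.87 and ACTB was called in each. Nor does one library, since with each library left out the value closest to 0 was -0.81 (without CD replicate 1), again called each time. Reads lost to other actin genes cannot be excluded. Of all reads, unmapped ones included, 4.89% were multimapped in control and 5.19% in CD cells, a rise of 0.302 percentage points. ACTB fell from 0.498% to 0.268% of the reads on genes, a different total, so these shares cannot be set against each other. The rise lay in CD replicate 3 (5.71%), whereas CD replicates 1 and 2 (4.89% and 4.97%) were within the range of the control libraries (4.81% to 4.97%), and ACTB was low in all 3. As other genes also change among the multimapped reads, this difference does not decide. A lower activity of SRF, a transcription factor of cytoskeletal genes, may contribute. The 16 SRF targets tested had a median log2 fold change of -0.41 (-0.48 without CD replicate 2 and -0.25 without CD replicate 3). At an FDR under 0.05 in edgeR, 6 were lower and 4 higher, the latter being CNN1, ZYX, FHL2 and CALD1. MYL9 was at -2.67 and TAGLN at -2.69, but CNN1 at 3.20. CNN1 had only 3, 2 and 0 counts in control replicates 1, 2 and 3, and its value was 2.52 without control replicate 3 and 3.93 without control replicate 1 (called in both). The set did not pass the threshold (FDR 0.0903, camera), although fry called it (FDR 0.00613), as did camera without the filter on low counts (FDR 0.0301). Its FDR was 0.47 with an estimated correlation (camera). The effect of CD on ACTB itself therefore remains a hypothesis. The ratio of a gene's count to that of ACTB in the same library needs no normalization. By this ratio, as a mean over the log2 values of 3 libraries, SQSTM1 was 9.31-fold higher in CD, MAP1LC3A 4.48-fold and GABARAPL2 3.91-fold, which is 1.87, 1.86 and 1.85 times the fold changes of edgeR (exact permutation test, two-sided p = 0.1 for each, the smallest possible with 3 against 3). If ACTB mRNA fell in the same way in the RT-qPCR experiments, which were not analysed here, values relative to it could be raised by a similar factor.

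The genes of the G1/S phase of the cell cycle were lower in CD as a whole. Of 22 tested, 22 were called lower, with a median log2 fold change of -3.15 (FDR 2.43e-18, camera; 0.0286 with an estimated correlation), and 10 of them are among the genes labelled in the paper's figures, while the paper's text does not discuss them as a group. Of 13 genes of the G2/M phase, 13 were called lower, with a median of -2.21 (FDR 2.04e-10, camera). The value of the G1/S list closest to 0 was -3.11 over the scalings and -3.08 with each library left out (without control replicate 3), so neither the normalization nor one library accounts for it. A lower share of cycling cells after CD may account for both lists and was not tested, as the series holds no measure of the cell cycle. Lovastatin, mevalonate and the LPDS medium were applied together, and their separate effects were not tested.

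Target genes of the LXR receptors, which sense oxysterols, were mostly lower among those tested. Of 6 tested, 4 were called lower and 1 higher, with a median log2 fold change of -0.88. Of the 3 members below the filter on low counts, 2 went the other way. ABCG5 had 0 counts in the control and 12 counts in the CD libraries and was called higher by DESeq2 (FDR 0.0395) and by edgeR without the filter (FDR 0.00795), and SMPDL3A had 2, 0 and 0 counts in control replicates 1, 2 and 3 and 3, 10 and 11 counts in CD replicates 1, 2 and 3. Without the filter, the median of the list was -0.61. ABCG1 fell from 72.4 ± 8.16 CPM to 8.15 ± 0.217 CPM (SD, n = 3 each; log2 fold change -3.15, FDR 3.11e-07, edgeR). ABCA1 had a log2 fold change of -1.15 (FDR 0.0197, edgeR), which was not called without control replicate 2 (FDR 0.0504, edgeR), without control replicate 3 (FDR 0.0674, edgeR) or without the filter on low counts (FDR 0.11, edgeR). The set did not pass the threshold in camera (FDR 0.13) and did in fry (FDR 0.00160), and it has only 6 genes. The median closest to 0 over the scalings was -0.63, and without CD replicate 3 it was -0.72, so neither accounts for the direction. A lower level of LXR ligands when sterol synthesis is inhibited is a candidate explanation that was not tested here.

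A gene without a symbol, ENSNVIG00000007453, had a fitted log2 fold change of 8.45 (standard error 0.23, FDR 3.39e-08, edgeR). Among the values fitted by edgeR it was the second highest, after BLK, which had 0 counts in the control libraries. ENSNVIG00000007453 is the first row of Table S1 and is not discussed in the paper. It had 10, 7 and 8 counts in control replicates 1, 2 and 3 and 2697, 2987 and 3213 counts in CD replicates 1, 2 and 3. The lowest CD library lay 231-fold above the highest control library in CPM, so no single library carries the difference. Reads shared with a related gene were not tested, and the table gives no name for this gene.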

How the results depend on the processing

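Over the alternatives chosen before the data were examined, SQSTM1, MAP1LC3A and GABARAPL2 stayed higher in CD and called in all 15 settings each. The autophagy list kept a positive median and its call in all 17 (median log2 fold change between 0.39 and 0.46). Of these settings, fry asks whether the genes of a list change and does not compare them with the other genes. The limma-voom setting repeats the camera test of the main fit. With each library left out in turn, the values ranged from 2.23 to 2.42 for SQSTM1, from 1.09 to 1.42 for MAP1LC3A, from 0.84 to 1.19 for GABARAPL2 and from 0.39 to 0.45 for the autophagy list. The median of the cholesterol biosynthesis list stayed between 1.39 and 1.57, and the list was called in 16 of 17 settings. The exception was camera with an estimated correlation, in which the same median of 1.49 was not called (FDR 0.25). The estimated correlation between these genes was 0.28, which widens the error of the set but need not be the only reason. For the autophagy list, with an estimated correlation of -0.016, the p of camera also rose, from 4.99e-05 to 0.00767. For the mTOR list, with one of -0.0040, it went from 0.66 to 0.62.

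The numbers of called genes stayed within 1.5 times those of the main test, with 3 exceptions. An FDR of 0.01 left 2006 genes higher in CD, and the test against a 2-fold change left 591 higher and 569 lower genes, both because a stricter criterion is met by fewer genes. With each library left out, between 2216 and 3616 genes were higher and between 2194 and 3606 lower, and between 1251 and 1330 were higher and between 1132 and 1268 lower by at least 2-fold. The highest numbers were those without CD replicate 3, of which 2874 higher and 2759 lower genes were also called with all libraries.

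The share of called genes that were higher in CD, 52.0% in the main test, moved outside its 95% binomial confidence interval under several settings. It was 50.2% with DESeq2, 49.9% with DESeq2 size factors in edgeR, 54.5% with upper-quartile factors and 49.0% with limma on the normalized expression, and it ranged from 49.7% to 51.6% with each library left out. It was 50.2% with DESeq2 when the rows of read totals were kept, a setting added after the files had been seen. Scaling sets which unchanged genes lie just above or below 0, and the median log2 fold change of all genes was 0.06 with TMM, 0.03 with DESeq2 size factors, 0.09 with upper-quartile factors and 0.07 with total counts. No scaling moved the share by 10 percentage points.

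The mTOR list, which was not called in camera (median log2 fold change 0.073), was called by fry with the same median of 0.073 (FDR 0.0217). With each library left out its median ranged from -0.018 to 0.091, and it lay below 0 without CD replicate 1 (-0.018) and without CD replicate 3 (-0.0042). As fry does not compare the list with the other genes, its call and the result of camera answer different questions. Why the median changed sign was not tested.

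Of 1114 values of the 73 other results, which are single genes and lists, 969 kept their direction and their side of the threshold, 130 kept their direction but lost the call, 6 gained one and 9 changed sign. Of the 130 lost calls, 89 were in tests that left out 1 library, which have fewer samples. No gene changed sign, and the genes that lost most calls included ATG16L1 (11 of 15 settings), RRAGA (10), DDIT4 (10), FLCN (8), ATG5 (7), TECPR1 (7), MTOR (7) and LCAT (6). HMOX1 was not called without control replicate 2 (FDR 0.0543, edgeR), control replicate 3 (FDR 0.0508, edgeR) or CD replicate 2 (FDR 0.0565, edgeR). Among the lists, the unfolded protein response (FDR 0.0285) and SRF targets (FDR 0.0301) were called in camera without the filter on low counts only, and fry called these 2, the LXR targets and the NRF2 targets. The median of the lysosome list, 0.014, was -0.010 with DESeq2, -0.010 with DESeq2 size factors and -0.012 with limma on the normalized expression, and ranged from -0.040 to 0.089 with each library left out. That of the integrated stress response list ranged from -0.061 (without CD replicate 2) to 0.20, and that of the NRF2 list from -0.0013 (without CD replicate 3) to 0.20. These 3 lists were not called in camera.

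Replicates 1, 2 and 3 of the groups share only a number. The deviations of same-numbered libraries from their group means had correlations of -0.02, -0.33 and -0.18, none above 0.1. With the replicate block, 2772 genes were higher and 2636 lower, and SQSTM1 had a log2 fold change of 2.31, MAP1LC3A of 1.26 and GABARAPL2 of 1.06. Of the genes and lists named in the text, the block removed the calls of ATG16L1 (FDR 0.11, edgeR), ATG5, TECPR1, ATG4B, RRAGA, RRAGD, DDIT4, FLCN and NPRL2 and changed no other call.

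Depth limits the results for genes with few reads. Without the filter on low counts 1489 genes were higher and 1291 lower by at least 2-fold, and with a minimum of 50 counts in 3 libraries 970 and 935. edgeR on the reads recovered from the normalized expression, also added after the files had been seen, gave the same numbers as the main test, 3016 and 2784, on 12146 genes.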

Differences from the paper's values

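The FDR values of the paper for its 3 genes of Fig. 2B–D, taken from Table S1, are smaller than those of the main edgeR test. For SQSTM1 the paper's value is 1.14e-54 and that of edgeR 1.24e-06. For MAP1LC3A the paper's value is 1.00e-10 and that of edgeR 1.19e-04. For GABARAPL2 the paper's value is 6.94e-08 and that of edgeR 3.74e-04. Among the 15 alternatives set before the data were examined was DESeq2, the paper's program. It came within 1.5 times of the paper's FDR for all 3 genes (1.08e-54, 1.01e-10 and 6.98e-08). The other 14 did not, with FDR values between 1.01e-23 and 6.24e-05 for SQSTM1. In edgeR without CD replicate 3, the FDR was below the paper's for MAP1LC3A (1.19e-11) and GABARAPL2 (1.92e-09). DESeq2 with the rows of read totals kept in the table gave the paper's values, 1.14e-54, 1.00e-10 and 6.94e-08. That setting was chosen after seeing the values, and it drops 0 of the 1417 genes that the part of Table S1 at hand has under an adjusted p of 0.05. The log2 fold changes of the 3 genes did not differ by more than their errors (the paper's values are 2.29, 1.25 and 1.05, and those of edgeR are 2.32, 1.27 and 1.08).

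The column testMean of Table S1 holds 142142 for SQSTM1 and 1428010 for NRAP, the paper's values. The mean normalized count of the CD libraries on the same scale was 48205 ± 6482 for SQSTM1 and 11776 ± 1940 for NRAP (SD, n = 3 each). The column equals baseMean times the fold change, while baseMean is the mean over all 6 libraries and not that of the control libraries, which was 9843 for SQSTM1 and 48.3 for NRAP. No alternative bears on this column.

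Table S1 lists 3407 genes, the paper's number, as altered more than 2-fold, and edgeR called 2454 genes of at least 2-fold at an FDR under 0.05. DESeq2 with the rows of read totals kept, chosen after seeing the values, gave 3407 genes over 2-fold at any adjusted p and 2470 at an FDR under 0.05.

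In Fig. 1A the paper labels EPN3 and PLAC1, and in Fig. 1B ABCG5, which the filter on low counts left untested in edgeR. DESeq2 called all 3 in the paper's direction (FDR 4.09e-05, 1.84e-05 and 0.0395), as did edgeR without the filter (FDR 8.48e-06, 2.74e-06 and 0.00795).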

Other observations

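The tests of the grouping by unmapped reads, of transcript length between CD and control, of the spread without CD replicate 3, of lysosomal genes, of NRF2 targets and of the prenylation list were chosen after results that bear on them had been seen. The tests of the divisions of libraries, of transcript length in CD replicate 3 and of depth were laid down before their results were seen. The hypothesis on transcript length came from genes that deviated most in CD replicate 3, and those genes were left out of the sets of long and short mRNAs.

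The 6 libraries can be divided into 3 and 3 in 10 ways. Only the division into control and CD called any gene at an FDR under 0.05 (5800 genes, edgeR). The other 9, which all mix control and CD libraries, called 0, with between 15 and 249 genes at an unadjusted p under 0.05. The number of divisions with a result as large, 1 of 10, cannot exclude chance, since 10 divisions allow no share below 0.1. Unmapped reads and one lncRNA separated the libraries in another way. Control replicates 1 and 2 and CD replicate 3 had more unmapped reads (18.4%, 13.6% and 9.37%) than the other libraries (at most 4.33%), and a single lncRNA took 2.24%, 1.38% and 0.927% of their reads on genes against at most 0.145% in the others. The division along this line (0 genes called, 249 at an unadjusted p under 0.05, edgeR) decides nothing on this, since each of its groups holds both control and CD libraries and the difference between them adds to the spread. With this grouping as a term beside condition in edgeR, 6208 genes were called for condition, 5580 of them also called in the same direction without the term, and 1 gene for the grouping, so the grouping does not account for the difference between CD and control as a whole.

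The CD libraries differed from each other more than the control libraries. Their biological coefficient of variation was 0.214, against 0.0838 in the control. Depth does not account for this, as the value was 0.213 in CD and 0.0831 in control after all libraries had been thinned to 13473820 reads. CD replicate 3 lay farthest from the others on the second principal component. Without it, the coefficient of CD replicates 1 and 2 was 0.140, still above the 0.0719 to 0.0963 of the control pairs, so this library alone does not account for the larger spread.

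Among the CD libraries, a candidate explanation for the position of replicate 3 is a bias by transcript length, such as RNA quality or cDNA amplification would give. In CD replicate 3 against the mean of the other CD libraries, 76 genes of very long mRNAs had a median log2 difference of -0.78 (73 of 76 below 0), and 129 genes of short mRNAs (ribosomal, mitochondrial and LSM proteins) one of 0.54 (124 of 129 above 0), a difference between the sets of -1.32. The same difference was 0.20, -0.20 and -0.07 in control replicates 1, 2 and 3. Such a difference is not particular to this library. CD replicate 1 had a difference of 1.02 from the mean of the other CD libraries (0 of 76 long-mRNA genes below 0), and of 0.51 from CD replicate 2 alone. In the libraries themselves, the median log2 CPM of the long set minus that of the short set was -0.70, -1.35 and -2.40 in CD replicates 1, 2 and 3 and -1.58, -1.82 and -1.75 in control replicates 1, 2 and 3, so that CD replicate 1 lay farther from the control libraries than CD replicate 3. A biological change that follows the same gene classes was not tested, and the lengths were not measured but assumed from general knowledge. Between CD and control, the medians of both sets differed by 0.041 with all libraries and by 0.44 without CD replicate 3. As the CD libraries go opposite ways, the value near 0 decides nothing. The difference between the sets in each library was therefore fitted as a term beside condition in edgeR. With all libraries, 3322 genes were called for this term and 7733 for condition, among them 5789 of the 5800 called without the term, in the same direction. Without CD replicate 3, which leaves 2 residual degrees of freedom, 192 genes were called for the term and 4229 for condition, against 7157 for condition without the term, each among the 12148 genes tested with all libraries. So this bias does not account for the calls as a whole, while a part in single genes stays open.

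A wider induction of lysosomal genes alongside the autophagy genes may be asked for, as both are targets of the TFEB family. Of 30 lysosomal genes tested, 8 were higher and 9 lower, with a median log2 fold change of 0.01, a mean of 0.00861 and no shift as a set (FDR 0.93, camera, in the downward direction). Because the members moved both ways, this neither excludes nor supports a part of such a programme. Likewise, the NRF2 targets were tested as a possible source of the increase of SQSTM1. Of 11 tested, 4 were higher and 2 lower, with a median of 0.19 (-0.0013 without CD replicate 3) and no shift in camera (FDR 0.68), although fry called the set (FDR 0.0137). HMOX1 was higher (log2 fold change 0.46, FDR 0.0100, edgeR), a call lost without control replicate 2, control replicate 3 or CD replicate 2 (FDR 0.0543, 0.0508 and 0.0565, edgeR), and GCLC was lower (log2 fold change -0.77, called in all 15 settings). In the paper's RT-qPCR, the ROS scavenger NAC did not significantly alter the rise of SQSTM1 mRNA after CD (Fig. 7A). From this the paper proposes that the transcriptional effect does not depend on ROS, which argues against a source that needs ROS. Whether NRF2 acted without ROS was not tested, so that question stays open.

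RHOB and KLF2, which are known to rise when protein prenylation is lost, were among the genes with large increases. RHOB rose from 80.9 ± 6.28 CPM to 1415 ± 98.4 CPM (SD, n = 3 each; log2 fold change 4.13, FDR 7.93e-08, edgeR) and KLF2 from 1.96 ± 0.660 CPM to 98.7 ± 24.3 CPM (log2 fold change 5.64, FDR 4.24e-07, edgeR). The whole list of 10 tested genes had a median of 0.56 and was called (FDR 0.0179, camera), but not with an estimated correlation (FDR 0.25). Reduced prenylation in spite of the added mevalonate is a possible explanation. It would run against the paper's methods, which state that the mevalonate level used suffices for both farnesylation and geranylgeranylation. Prenylation itself was not measured here. The other 7 genes of the list, without RHOB, KLF2 and KLF6, which are labelled in Fig. 1A, had a median of 0.14, with 3 higher and 1 lower. As a set they showed no shift (p of 0.43, camera of limma), which leaves the explanation open.

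The remaining lists gave no call in camera. The YAP targets had a median of -0.35 (20 tested, 3 higher and 8 lower, FDR 0.14, camera), which was -0.079 without control replicate 1, the unfolded protein response -0.33 (11 tested, 1 higher and 6 lower, FDR 0.0903, camera; called by fry with an FDR of 0.00675 and by camera without the filter on low counts with 0.0285), and the PPAR targets 0.23 (9 tested, 3 higher and 1 lower, FDR 0.42, camera), which was 0.14 without CD replicate 3. The genes of the integrated stress response had a median of 0.10 (-0.061 without CD replicate 2) but a mean of -0.12 (12 tested, 5 higher and 5 lower, FDR 0.81, camera).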
